# Acetyl-CoA is a key molecule for nephron progenitor cell pool maintenance

**DOI:** 10.1038/s41467-023-43513-7

**Published:** 2023-11-25

**Authors:** Fabiola Diniz, Nguyen Yen Nhi Ngo, Mariel Colon-Leyva, Francesca Edgington-Giordano, Sylvia Hilliard, Kevin Zwezdaryk, Jiao Liu, Samir S. El-Dahr, Giovane G. Tortelote

**Keywords:** Cell growth, Nephrons, Biochemistry, Molecular medicine

## Abstract

Nephron endowment at birth impacts long-term renal and cardiovascular health, and it is contingent on the nephron progenitor cell (NPC) pool. Glycolysis modulation is essential for determining NPC fate, but the underlying mechanism is unclear. Combining RNA sequencing and quantitative proteomics we identify 267 genes commonly targeted by Wnt activation or glycolysis inhibition in NPCs. Several of the impacted pathways converge at Acetyl-CoA, a co-product of glucose metabolism. Notably, glycolysis inhibition downregulates key genes of the Mevalonate/cholesterol pathway and stimulates NPC differentiation. Sodium acetate supplementation rescues glycolysis inhibition effects and favors NPC maintenance without hindering nephrogenesis. Six2Cre-mediated removal of ATP-citrate lyase (*Acly*), an enzyme that converts citrate to acetyl-CoA, leads to NPC pool depletion, glomeruli count reduction, and increases *Wnt4* expression at birth. Sodium acetate supplementation counters the effects of *Acly* deletion on cap-mesenchyme. Our findings show a pivotal role of acetyl-CoA metabolism in kidney development and uncover new avenues for manipulating nephrogenesis and preventing adult kidney disease.

## Abstract (web summary)

Cell metabolism plays pivotal roles during kidney embryogenesis. This research shows that glycolysis modulation affects nephron progenitor cells via Acetyl-CoA-modulated pathways, influencing both kidney development, and nephron endowment at birth.

## Introduction

Kidney function is directly proportional to nephron endowment at birth and inversely proportional to the development of hypertension in later life^1,2^. Nephron endowment at birth is governed by a balance between nephron progenitor cells (NPC) self-renewal and differentiation. Disturbances in NPC fate decisions cause low nephron endowment leading to hypertension and chronic kidney disease in adulthood^3,4^. The NPCs are a transient cell population spanning approximately 2 weeks in mice (from E11 to P4), and 30 weeks in humans (from week 5 to 35), and losses in the NPC pool cannot be rescued once the pool is exhausted^5–7^. Given the importance of NPC for proper kidney development, understanding the molecular cues that govern NPC fate decisions is paramount to preventing the developmental origin of adult kidney disease.

Adaptation in response to changes in the environment is a constant requirement for cells in all living organisms. For instance, cells are particularly sensitive to fluctuations in the levels of nutrients and  metabolites which may become rate-limiting in specific physiological and pathological conditions^8–11^. Recently, we and others have demonstrated  the importance of cell metabolites in normal kidney development^12–14^. Mechanistically, cell metabolites have been shown to connect environmental cues to protein function, chromatin modifications, and transcriptional regulation^13–23^.

Glycolysis is a conserved pathway that participates in several cellular processes and generates metabolites for posttranslational modifications that control protein structure and activity^17,24,25^. Glucose-derived metabolites such as ATP, acetyl-CoA, and NAD have been shown to regulate cell fate during development via epigenetic and non-epigenetic mechanisms^17,26,27^. However, the importance of glucose metabolism for proper kidney development is not fully understood.

The glycolytic flux inside cells is regulated at several steps, with phosphofructokinase-1 (PFK1) being the first rate-limiting enzyme in the pathway. PFK1 activity is controlled by the intracellular allosteric activator fructose 2,6-bisphosphate (F2,6BP), which is produced by 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase (PFKFB3)^28,29^. Glycolysis inhibition at the PFK1 level promotes NPC differentiation, at the expense of cap-mesenchyme (CM) depletion^13^. Changes in the intracellular levels of glycolysis-derived metabolites have been linked to cell fate switches in embryonic stem cells^26^ and to branching morphogenesis defects in the developing ureteric tree in the kidney^30^. Thus, in certain conditions (starvation, pharmacological block, gene mutations), these metabolites may become the determining factors that hamper developmental processes.

Here, proteomic and transcriptomic profiles of NPCs treated with the Wnt inducer CHIR99021 (CHIR) or the glycolysis inhibitor YN1 revealed that acetyl-CoA and Mevalonate metabolism are pivotal for NPC pool maintenance. Moreover, in-vivo reduction of glucose-originated acetyl-CoA in NPCs resulted in depletion of both CM and glomeruli counts at birth. This study identifies acetyl-CoA as a key metabolite for kidney development and sodium acetate as a potential exogenous substrate to promote kidney development.

## Results

### Glycolysis flux impacts NPC fate decisions

To evaluate how glycolysis dependence affects kidney development, E12.5 mouse kidneys were treated with 10 µM UK5099, a pharmacological inhibitor of the Mitochondrial Pyruvate Carrier 1 (MPC1), for 48 h (Fig. 1a). UK5099 treatment increases cytosolic pyruvate and decreases mitochondrial acetyl-CoA formation^31^. Treatment with UK5099 resulted in an expansion of the CM and a reduction of Lhx1-positive nascent nephrons (Fig. 1b–g). As expected, cellular respirometry experiments showed that isolated E13.5 NPCs treated with 10 µM UK5099 for 24 h had decreased oxygen consumption rate (OCR) (Fig. 1h) and increased glycolysis dependence (Fig.1i). UK5099 treatment increased the glycolytic ATP production (Glyco ATP) and decreased the oxidative phosphorylation-driven ATP production (mito ATP) (Fig. 1j). Conversely, 24 h treatment of E12.5 kidneys with 20 µM YN1, a PFKFB3-specific glycolysis inhibitor, showed increased NPC differentiation at the expense of CM depletion (Fig. 1k–n and previously published^13^). Moreover, isolated E13.5 NPCs treated with 20 µM YN1 or vehicle for 24 h show decreased glycolysis with concomitant increased glycolytic capacity, glycolytic reserve, and non-glycolytic acidification (Fig. 1o). These results showed a strong association between glucose metabolism and NPC fate decision.

**Fig. 1:**
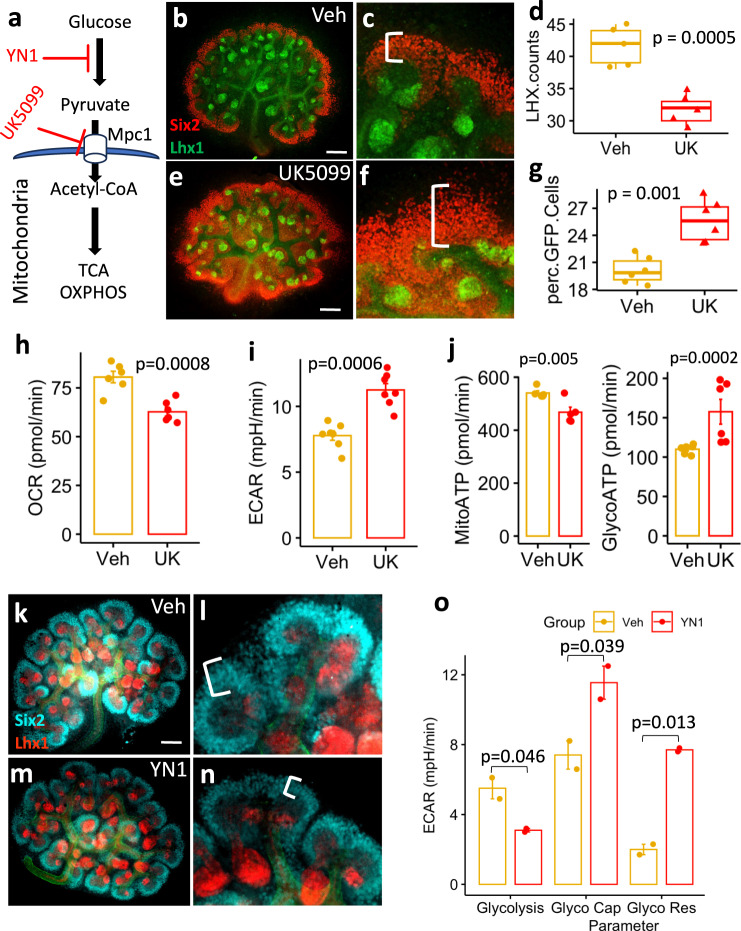
Glycolysis stimulation enhances the cap-mesenchyme. UK5099 is the inhibitor of mitochondrial pyruvate carrier (MPC1) that transports glucose-derived pyruvate into the mitochondria to feed the TCA cycle (**a**). Five pairs of E12.5 kidneys (*n* = 5 per condition) were cultured for 48 h in the presence of either vehicle (**b**, **c**) or 10 µM UK5099 (**e**, **f**) then fixed in 4% PFA and processed for immunostaining with anti-Six2 (red) or anti-Lhx1 (green). In parallel, E12.5 kidneys were treated as described above, fixed in 4% PFA, dissociated and FACS sorted based on GFP abundance from Six2GFPCre expression (*n* = 5 pairs of kidneys from 5 independent animals) or mounted and stained with anti-LHX1 antibody and the number of Lhx1 positive structures per kidney was counted (*n* = 6 pairs of kidneys from 5 independent animals). The number of Lhx1 positive structures per kidney and the percent of Six2 positive cells per kidney are plotted as boxplots, center lines denote medians, box limits indicate the 25th and 75th percentiles, and whiskers extend to the minimal and maximal values (**d**, **g**). The extracellular flux measurements were described in the methods section. Briefly, E13.5 NPCs (passage ≤ 3) were treated with 10 µM UK5099 or vehicle for 24 h, and standard parameters were measured as described in Methods. The oxygen consumption rate (OCR) was decreased (**h**, *n* = 2 independent experiments performed with 3 replicates) with a concomitant increase in extracellular acidification rate (ECAR) and glycolysis dependence (**i**, *n* = 2 independent experiments performed with at least 3 replicates) and a shift in ATP production towards glycolysis was observed (**j**, *n* = 2 independent experiments performed with 3 replicates) (data shown as the Mean ± SEM). E12.5 kidneys (*n* = 5 pairs of kidneys) were cultured for 24 h in the presence of either vehicle (**k**, **l**) or 20 µM YN1 (**m**, **n**) then fixed in 4% PFA and processed for immunostaining with anti-Six2 (cyan) or anti-Lhx1 (red) antibodies. E13.5 NPCs (passage ≤ 3) were treated with 20 µM YN1 for 24 h, and then the Glycolysis, Glycolytic capacity (Glyco cap), and Glycolytic reserve (Glyco Res) were measured with Seahorse respirometry (Mean ± SEM of 2 independent experiments, performed in triplicates) (**o**). Notice the white brackets in **c**, **f**, and **l**, *n* indicating the thickness of cap-mesenchyme. Scale bar = 100 µm. extracellular acidification rate (ECAR). Statistical comparisons between groups were performed with a two-sided Welch Two Sample t-test, *p*-values are reported in the figure). Source data are provided as a Source Data file.

### Cell metabolism play roles in NPC fate

To uncover potential molecular mechanisms by which glycolysis modulation impacts NPC fate decisions, we stimulated differentiation in E13.5 NPC with either YN1 or CHIR for 24 h and then performed transcriptome and proteomic analysis (Fig. 2a). 

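Bulk RNA sequencing covered 12 libraries of nephron progenitor cells from E13.5 mouse kidneys, 3 in each of 4 groups. The groups were NPEM control, DMEM control, CHIR in DMEM and YN1 in DMEM, each kept for 24 h. NPEM is the expansion medium that holds the cells as progenitors, and the drugs were given in DMEM-based differentiation medium with FGF2 and serum replacement. The paper does not describe the supplements of the DMEM control, so it may differ from the medium of the drugs in more than the drug. CHIR, a GSK3 inhibitor that activates WNT signaling, was used at 3.5 µM, and YN1, an inhibitor of the glycolytic regulator PFKFB3, at 20 µM. The authors quantified poly-A RNA with Kallisto and deposited TPM values collapsed to genes, together with the results of their own comparisons with the NPEM control. TPM keeps no read count, so the depth of each library is unknown, and the libraries summed to 969477 to 973162 TPM. Between 13754 and 14569 genes reached 1 TPM in a library. The methods give reads of 150 bp and the sample labels 75 bp. Each comparison took its 6 libraries and the genes with at least 1 TPM in at least 3 of them, on the scale log2(TPM + 1). LogFC here is a difference on that scale, which understates the change of low genes, with its standard error (SE) from limma and a two-sided adjusted p (Benjamini-Hochberg, n = 3 in each group). Gene groups come from 39 lists with 498 genes in all, fixed before the data were examined, and 3 of these lists were chosen after genes of them had been seen in the paper's own tables. In a principal component analysis, YN1 and DMEM control libraries with the same replicate number lay next to each other.

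**Figure D1:**
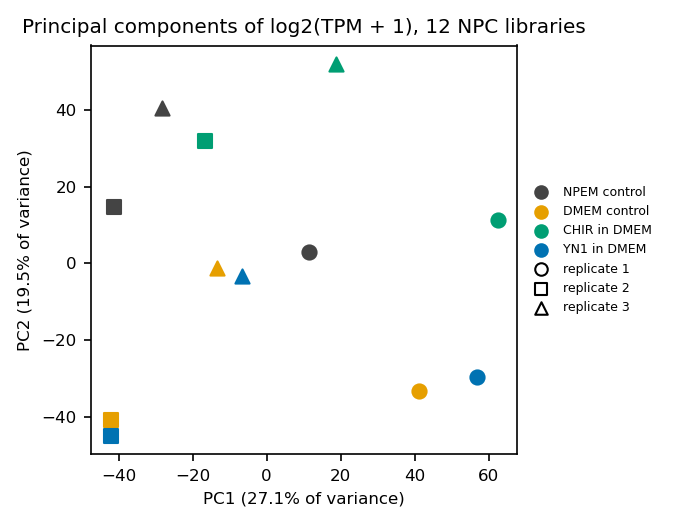
Principal components of log2(TPM + 1) for the 12 libraries, with PC1 on the x axis (27.1% of variance) and PC2 on the y axis (19.5% of variance). Color gives the group and marker shape the replicate number, and the replicate 1 library has the highest PC1 in each of the 4 groups.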

Figure 2b shows the number of unique and shared genes between YN1 and CHIR. The transcriptome analysis revealed that CHIR treatment resulted in 689 DEGs compared to controls (311 upregulated and 378 downregulated genes) (Fig. 2b), impacting pathways related to cell metabolism (e.g.: t-RNA charging, Cholesterol synthesis, amino acid metabolism) and development (e.g.: WNT pathway, Rho GTPase, Notch signaling) (Fig. 2c). In comparison, YN1 treatment resulted in 808 DEGs (453 upregulated and 355 downregulated genes). 

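Against the NPEM control, 53 of the 14035 genes tested passed an adjusted p under 0.05 after CHIR treatment, 24 higher and 29 lower. Wnt4, a WNT ligand of the forming nephron, rose (LogFC = 5.84, SE 0.51, adjusted p = 0.0123), as did the smooth muscle calponin Cnn1 (LogFC = 5.62, SE 0.61, adjusted p = 0.0259) and Emilin2, an extracellular matrix protein (LogFC = 5.03, SE 0.34, adjusted p = 0.0105). Dkk1, a secreted WNT antagonist, fell (LogFC = -5.54, SE 0.46, adjusted p = 0.0110), and so did the neuropeptide Npy (LogFC = -4.39, SE 0.34, adjusted p = 0.0105) and the ubiquitin ligase Trim9 (LogFC = -3.80, SE 0.28, adjusted p = 0.0105). At the paper's thresholds (LogFC beyond 0.6 and unadjusted p under 0.05), 1253 genes were counted, 479 higher and 774 lower, and with quantile normalization 569 higher and 628 lower. Of 9 Notch signaling genes, limma called 0 over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Among them were the receptors Notch1 (LogFC = -0.31, SE 0.64) and Notch2 (LogFC = 0.20, SE 0.25) and the target Hes1 (LogFC = -0.40, SE 0.24). The number of genes past the adjusted p was 233 with the replicate numbers as a block (98 higher and 135 lower), and 2 without CHIR replicate 3, NPEM replicate 2 or NPEM replicate 3, 24 without NPEM replicate 1, 27 without CHIR replicate 1 and 192 without CHIR replicate 2. For the genes that rose, the adjusted p of Wnt4 was 0.0872 without NPEM replicate 2 and 0.0906 without NPEM replicate 3, that of Cnn1 0.0710 without CHIR replicate 1, 0.120 without CHIR replicate 3, 0.0728 without NPEM replicate 1, 0.123 without NPEM replicate 2 and 0.124 without NPEM replicate 3 and that of Emilin2 0.0673 without CHIR replicate 3, 0.0721 without NPEM replicate 2 and 0.0832 without NPEM replicate 3. For those that fell, the adjusted p of Dkk1 was 0.0983 without CHIR replicate 3, that of Npy 0.0813 without NPEM replicate 2 and 0.0850 without NPEM replicate 3 and that of Trim9 0.0747 without CHIR replicate 3.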

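After YN1 treatment, 33 of the 14323 genes tested passed an adjusted p under 0.05 against the NPEM control, 22 higher and 11 lower. The retinaldehyde reductase Dhrs3 rose (LogFC = 8.22, SE 0.23, adjusted p = 5.95e-05), as did the chemokine Cxcl12 (LogFC = 4.25, SE 0.45, adjusted p = 0.0371), while Tcim fell (LogFC = -2.66, SE 0.32, adjusted p = 0.0423), as did the G protein regulator Rgs3 (LogFC = -1.37, SE 0.15, adjusted p = 0.0371). At the paper's thresholds, 1509 genes were counted, 1040 higher and 469 lower. Quantile normalization shifted the median LogFC of all genes from 0.09 to -0.02 and gave 728 higher and 677 lower at those thresholds, and 20 higher and 16 lower by adjusted p. For YN1 against the DMEM control, limma called 0 of 14500 genes by adjusted p, with 75 at an unadjusted p under 0.05 and 41 higher and 25 lower at the paper's thresholds. Leaving aside predicted and small RNA genes and genes whose libraries overlapped, the smallest p in each direction belonged to Mpv17l, a mitochondrial membrane protein (LogFC = 0.63, SE 0.23, adjusted p = 1.00), and Pcif1, an mRNA cap methyltransferase (LogFC = -0.38, SE 0.14, adjusted p = 1.00). With the replicate numbers as a block, 108 genes passed against the NPEM control (70 higher and 38 lower), and against the DMEM control 0 passed and 105 higher and 80 lower met the paper's thresholds. Leaving out libraries, the number past the adjusted p against the NPEM control was 1 without YN1 replicate 3, NPEM replicate 1 or NPEM replicate 3, 2 without NPEM replicate 2 and 3 without YN1 replicate 1. Dhrs3 stayed past it without any 1 library, and the adjusted p of Cxcl12 was 0.0959 without YN1 replicate 1, 0.0527 without YN1 replicate 2, 0.157 without YN1 replicate 3, 0.0840 without NPEM replicate 1 and 0.167 without NPEM replicate 3, that of Tcim 0.0989 without YN1 replicate 1, 0.147 without YN1 replicate 3, 0.114 without NPEM replicate 1, 0.179 without NPEM replicate 2 and 0.186 without NPEM replicate 3 and that of Rgs3 0.0959 without YN1 replicate 1, 0.157 without YN1 replicate 3, 0.0840 without NPEM replicate 1, 0.179 without NPEM replicate 2 and 0.186 without NPEM replicate 3.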

The enriched pathways impacted by YN1 treatment were largely metabolic, as expected (Mevalonate pathway, acetyl-CoA metabolism, Purine metabolism) (Fig. 2b, c). 

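All 21 genes of mevalonate and cholesterol synthesis had a LogFC below 0 after YN1 treatment, with a median of -0.73. By limma 0 of them passed over all genes and 12 had an unadjusted p under 0.05, and 10 fell when adjusted over the list alone. The study named 18 of these genes in its text, tables or figures. Those that fell over the list alone include Lss, the lanosterol synthase (LogFC = -1.07, SE 0.23, adjusted p = 0.117), Mvd, which makes isopentenyl diphosphate (LogFC = -1.09, SE 0.34, adjusted p = 0.219), and Idi1, the isomerase that follows it (LogFC = -0.98, SE 0.30, adjusted p = 0.214). Of 11 genes of purine synthesis, limma called 0 over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. These were Gart (LogFC = -0.62, SE 0.18), Ppat (LogFC = -0.50, SE 0.17) and Pfas (LogFC = -0.55, SE 0.17), enzymes of the de novo pathway. For the mevalonate list adjusted alone, the number was 1 lower without YN1 replicate 1, YN1 replicate 2 or NPEM replicate 3. The purine list adjusted alone gave 3 lower with quantile normalization, 4 lower in the fit with a replicate block and 1 lower without YN1 replicate 1. From the pathways enriched among the genes changed by YN1, the paper describes the response as largely metabolic. With the replicate numbers as a block, 1 lower in the mevalonate and cholesterol synthesis list with YN1 passed over all genes. In the DMEM control, without YN1, 3 of the 11 purine genes fell over the list alone, with 3 lower at an unadjusted p under 0.05. YN1 against the DMEM control gave 0 purine genes over the list alone in limma, with 0 at an unadjusted p under 0.05.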

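Crispld2, a secreted protein with a cysteine-rich domain, was higher than in the NPEM control after either drug (LogFC = 4.28, SE 0.32, adjusted p = 0.0133 for YN1, and LogFC = 3.66, SE 0.41, adjusted p = 0.0271 for CHIR). The extracellular matrix gene Ecm1 was higher as well (LogFC = 3.86, SE 0.46, adjusted p = 0.0423 for YN1, and LogFC = 3.60, SE 0.42, adjusted p = 0.0286 for CHIR), and Rgs2, a regulator of G protein signaling, was lower (LogFC = -4.67, SE 0.36, adjusted p = 0.0133, and LogFC = -4.31, SE 0.34, adjusted p = 0.0105). Both comparisons called 11 genes by adjusted p in the same direction, 5 higher and 6 lower. At the paper's thresholds, 452 of the 13767 genes tested in both moved the same way, 230 higher and 222 lower, and 12 moved in opposite directions. Independent lists of these sizes would share 29.6 higher and 26.4 lower genes. Both comparisons use the same NPEM libraries, so unchanged groups were simulated 50 times against them, keeping the replicate numbers. These shared a median of 6 genes and at most 42. The covariance of the LogFC values across genes was 0.202, beside a simulated median of 0.0352 and a highest value of 0.0846. Their correlation, which does not grow with the spread of the values, was 0.609, beside a simulated median of 0.524. A simulation reached 0.991, so the correlation lies within the range of unchanged groups. A first simulation that ignored the replicate numbers had given a median of 27 shared genes and at most 626, and a median covariance of 0.0615 and at most 0.345; the version that keeps them was chosen after these were seen. The 3 NPEM libraries are too few to split, so part of the excess may come from the shared controls. Both drugs were given in DMEM-based medium, so the simulations cannot separate drug from medium. The authors' tables share 267 genes. In the DMEM control, 266 of 266 of these tested with YN1 and 264 of 267 with CHIR moved the same way. The median ratio of the LogFC in the DMEM control to that with the drug was 0.872 for YN1 and 0.855 for CHIR, from the same NPEM libraries. With the DMEM control in place of the NPEM control, 19 genes moved the same way at the paper's thresholds, and the replicate block gave 699 against the NPEM control. By adjusted p the shared number was 36 under the block, 1 without NPEM replicate 1, NPEM replicate 2, NPEM replicate 3, YN1 replicate 3 or CHIR replicate 3, 2 without YN1 replicate 1 and 6 without CHIR replicate 1. Adjusted over all genes, the p was 0.0533 to 0.0881 for Crispld2 with YN1 without YN1 replicate 1, YN1 replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3, 0.0710 to 0.131 for Crispld2 with CHIR without CHIR replicate 1, CHIR replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3, 0.0525 to 0.181 for Ecm1 with YN1 without YN1 replicate 1, YN1 replicate 2, YN1 replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3, 0.0647 to 0.153 for Ecm1 with CHIR without CHIR replicate 1, CHIR replicate 3, NPEM replicate 1 or NPEM replicate 2, 0.0552 to 0.0881 for Rgs2 with YN1 without YN1 replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3 and 0.0573 to 0.0850 for Rgs2 with CHIR without CHIR replicate 3, NPEM replicate 2 or NPEM replicate 3.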

Interestingly, 267 genes (22%) overlap between treatments with either drug (Fig. 2b, c, Supplementary Data 1 and 2). The cholesterol pathway (-Log10 *p*-value = 2.83), calcium signaling (–Log10 *p*-value = 5.26), and WNT signaling (–Log10 *p*-value = 3.36) scored among the top enriched pathways targeted by both drugs. 

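After CHIR treatment, 20 of the 21 genes of mevalonate and cholesterol synthesis had a LogFC below 0, with a median of -0.61. By limma 0 passed over all genes, 6 fell when adjusted over the list alone and 11 had an unadjusted p under 0.05. Tm7sf2, a sterol reductase (LogFC = -1.15, SE 0.24), and Pmvk, the phosphomevalonate kinase (LogFC = -0.77, SE 0.17), were among those that fell over the list alone (adjusted p = 0.0155 and 0.0155). As a set, the list ranked below the other genes in camera with its preset correlation for YN1 (adjusted p = 2.67e-13) and for CHIR (adjusted p = 7.02e-08). Neither call held with an estimated correlation (p = 0.0886 for YN1 and p = 0.187 for CHIR). Calcium signaling was not analysed here. For CHIR adjusted over the list alone, the number was 1 lower without CHIR replicate 1 or NPEM replicate 3, 2 lower without CHIR replicate 2 and 11 lower without NPEM replicate 2. Relative to the DMEM control, limma called 0 of 21 over the list alone, with 0 at an unadjusted p under 0.05. Under the replicate block, limma called over all genes 1 lower in the mevalonate and cholesterol synthesis list with CHIR and 1 lower in the mevalonate and cholesterol synthesis list with YN1.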

Only DEG with a LogFC > |0.6 | , *p* < 0.05 were used for the enrichment analysis. Supplementary Data 1–4 contain the complete list of DEG and enriched GO terms.

**Fig. 2:**
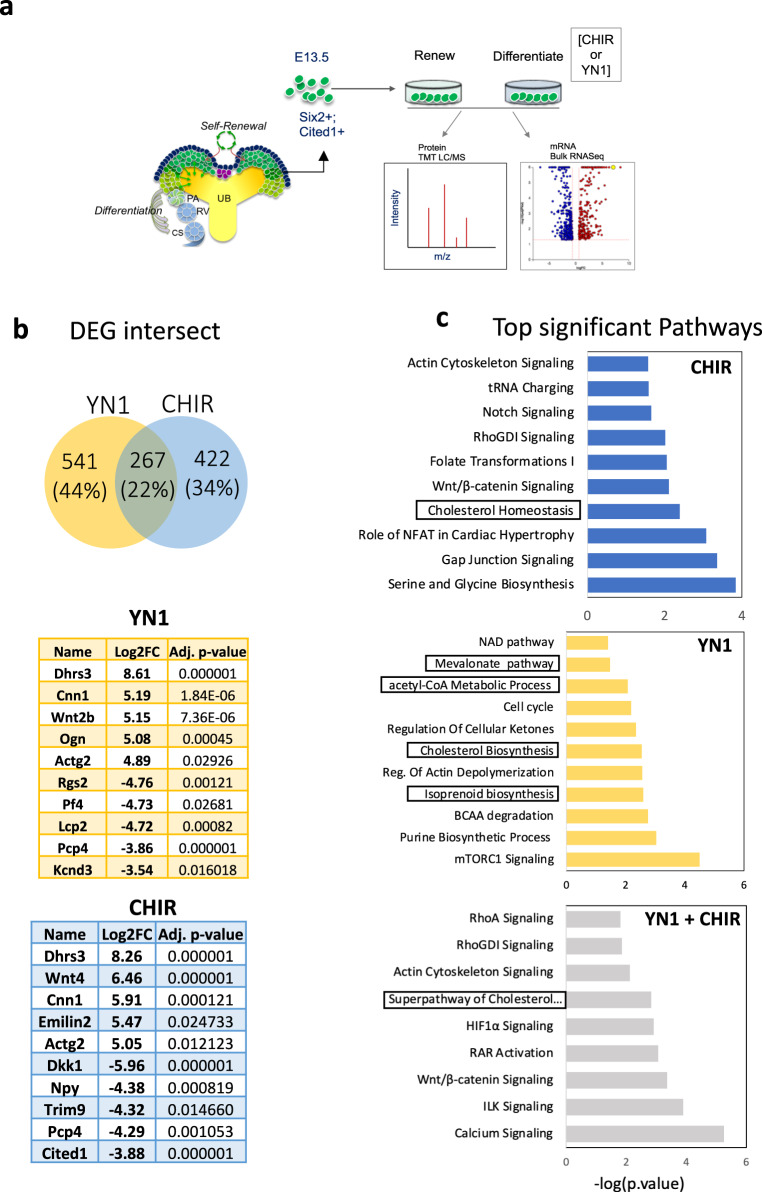
Transcriptome analysis of stimulated NPC shows metabolic pathways at the core of the differentiation process induced either by YN1 or CHIR. E13.5 NPC were isolated and cultured for 24 h with either Vehicle, YN1, or CHIR, and then subjected to either bulk RNA (*n* = 3 independent NPC preparations) or proteomic profiling (3 independent NPC preparations) (**a**). The bulk RNA analysis revealed common and treatment-specific differentially expressed genes (DEGs) in the NPCs treated with YN1 or CHIR (Venn diagram). The top-5 upregulated, and top-5 downregulated genes are shown (**b**). Bar plots show enriched terms further filtered for terms related to metabolism and developmental processes. Top terms were ordered by log10(p-value) obtained from the enrichment analysis with EnrichR (described in methods). Terms related to related to Mevalonate/cholesterol metabolism are highlighted in boxes (**c**). Source data are provided as a Source Data file.

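Of 13 genes of acetyl-CoA supply in YN1-treated cells, limma called 0 against the NPEM control over all genes, 0 when adjusted over the list alone and 1 higher and 2 lower at an unadjusted p under 0.05. The subunits of pyruvate dehydrogenase, which turns pyruvate into acetyl-CoA, lay close to 0, with Pdha1 at 0.04 (SE 0.18), Pdhb at 0.20 (SE 0.17) and Dlat at 0.19 (SE 0.20). The gene with the highest LogFC was Mpc2 (LogFC = 0.60, SE 0.24, adjusted p = 0.319), a mitochondrial pyruvate carrier. Citrate synthase, Cs, had a LogFC of 0.02 (SE 0.18). The study named 7 of the list's genes. Quantile normalization gave 1 lower gene over the list alone. When the fit was varied, the list alone gave 1 higher and 2 lower under the replicate block, 1 higher and 1 lower without YN1 replicate 3 and 1 lower without NPEM replicate 2. In the comparison with the DMEM control, limma called 0 of 13 over the list alone and 0 at an unadjusted p under 0.05.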

YN1 treatment decreased the expression of genes related to glucose-to-acetyl-CoA metabolism. Several Glycolysis and TCA-cycle enzymes were downregulated by YN1 (Supplementary Fig.1a–c). 

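Of 24 glycolysis genes, 19 had a LogFC below 0 after YN1 treatment, and the median was -0.33. In limma 0 passed over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. These were the lactate transporter Slc16a1 (LogFC = -0.96, SE 0.34, adjusted p = 0.271) and the glucose transporter Slc2a1 (LogFC = -1.00, SE 0.41, adjusted p = 0.338). Lactate dehydrogenase, Ldha, had a LogFC of -0.78 (SE 0.36) and Pfkfb3, which encodes the target of YN1, -0.24 (SE 0.48). Of 20 TCA cycle genes, limma called 0 over all genes and 2 fell when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Suclg2, a subunit of succinyl-CoA synthetase, was one of them (LogFC = -0.69, SE 0.15, adjusted p = 0.0246 over the list), the study named 2 of the list, and 10 of the genes lay below 0 and 10 above. Camera's call of the glycolysis list as lower (preset correlation, adjusted p = 0.00758) was lost with an estimated correlation (p = 0.372). For glycolysis adjusted over the list alone, the number was 2 lower with the replicate numbers as a block. For the TCA cycle adjusted over the list alone, it was 1 lower without YN1 replicate 1 or NPEM replicate 2 and 0 without YN1 replicate 3, NPEM replicate 1 or NPEM replicate 3. The fit with a replicate block called over all genes 1 lower in the TCA cycle list with YN1. In the DMEM control, without YN1, 16 of the 24 glycolysis genes lay below 0, with a median of -0.20. Limma called 0 of them over the list alone, with 2 lower at an unadjusted p under 0.05. Of the TCA cycle genes 2 fell there over the list alone, with 3 lower at an unadjusted p under 0.05. YN1 against the DMEM control gave a glycolysis median of -0.05. In both lists limma called 0 there, with 0 at an unadjusted p under 0.05.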

Key enzymes related to citrate metabolism were significantly impacted, such as isocitrate dehydrogenase 1 and 2 (*Idh1*, LogFC = −0.6 and *Idh2*, LogFC = −0.8). Also, enzymes related to the conversion of citrate to acetyl-CoA formation in the cytosol (the citrate transporter *Slc25a1* (LogFC = −0.6), the ATP citrate lyase, *Acly* (logFC = −1.0) (Supplementary Fig.1b). 

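Idh2, the mitochondrial NADP-dependent isocitrate dehydrogenase (chromosome 7, 87239732 to 87260278 in mm9), had 231 ± 14.7 TPM (SD, n = 3) with YN1 and 385 ± 37.5 TPM (SD, n = 3) in the NPEM control. Its LogFC was -0.73 (SE 0.13, adjusted p = 0.0891 in limma over all genes and 0.0138 over the TCA cycle list alone). Idh1, the cytosolic form (chromosome 1, 65205190 to 65233053 in mm9), had 95.3 ± 21.7 TPM (SD, n = 3) with YN1 and 134 ± 18.3 TPM (SD, n = 3) in the NPEM control, a LogFC of -0.50 (SE 0.20, adjusted p = 0.316 over all genes and 0.264 over the list alone). With the replicate numbers as a block, Idh2 passed over all genes (adjusted p = 0.0491). Against the DMEM control the LogFC was -0.07 (SE 0.11) for Idh2 and -0.08 (SE 0.20) for Idh1.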

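Acly, which splits cytosolic citrate into acetyl-CoA and oxaloacetate (chromosome 11, 100337667 to 100389314 in mm9), had a LogFC of -0.90 with YN1 against the NPEM control (SE 0.21). Its adjusted p was 0.147 in limma over all genes and 0.0509 over the acetyl-CoA supply list alone. For Slc25a1, which carries citrate out of mitochondria (chromosome 16, 17925304 to 17928312 in mm9), the LogFC was -0.47 (SE 0.19), with an adjusted p of 0.343 over all genes and 0.207 over the list alone. Neither passed in limma. With the DMEM control as the reference, the LogFC of YN1 was -0.02 (SE 0.17) for Acly and -0.13 (SE 0.18) for Slc25a1.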

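In YN1-treated cells Acss2 (chromosome 2, 155343684 to 155411460 in mm9), the cytosolic enzyme that makes acetyl-CoA from acetate, had 17.8 ± 5.97 TPM (SD, n = 3), and in the NPEM control 21.6 ± 5.94 TPM (SD, n = 3). The LogFC was -0.28 (SE 0.30, adjusted p = 0.718 in limma). After CHIR treatment it was -1.15 (SE 0.26, adjusted p = 0.144), and Acss2 was the 1 gene of 13 in the acetyl-CoA supply list that fell when adjusted over the list alone (adjusted p = 0.0404). The LogFC of YN1 directly against CHIR was 0.87 (SE 0.28, adjusted p = 0.252). For CHIR adjusted over the list alone, the list gave 2 lower with a replicate block in the model and 0 without CHIR replicate 1, CHIR replicate 2, CHIR replicate 3, NPEM replicate 1 or NPEM replicate 3.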

Interestingly, Acyl-CoA Synthetase Short Chain Family Member 2, *Acss2*, an enzyme that converts acetate into acetyl-CoA was also downregulated (LogFC = −0.4, p-value > 0.05), but the p-value was not significant. 

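Hdac1 and Hdac2 encode class I histone deacetylases. With YN1 against the NPEM control, the LogFC was -0.21 for Hdac1 (SE 0.13, adjusted p = 0.522) and -0.12 for Hdac2 (SE 0.13, adjusted p = 0.721), and by limma 0 of the 2 passed, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. CHIR gave -0.19 (SE 0.13) and -0.04 (SE 0.12), of which 0 passed. The study chose both genes, so the list is not independent evidence.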

The impact of YN1 treatment on histone deacetylases 1 and 2 expression was also not statistically significant (*Hdac1*, LogFC = −0.3, and *Hdac2*, LogFC = −0.2, *p*-value > 0.05), (Supplementary Fig.1b).

Furthermore, YN1 treatment decreased the expression of genes associated with naive NPC identity (*Osr1, Sall1, Six2, Cited1, Eya1, Gdnf*). Also, it promoted the upregulation of genes associated with NPC differentiation (*Wnt2b, Ncam1*) (Supplementary Fig. 1d) and phenocopied the effects of CHIR on NPC’s cell cycle (Supplementary Fig.1d). 

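Of 14 naive NPC markers, 6 of them named by the study, 11 had a LogFC below 0 after YN1 treatment and 3 above, with a median of -0.42. By limma 0 passed over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The LogFC was -0.40 (SE 0.57) for Six2, the transcription factor that maintains the progenitor state, -0.27 (SE 0.74) for Osr1, -0.39 (SE 0.72) for Cited1 and -0.51 (SE 0.39) for Sall1. It was -0.60 (SE 0.27) for Eya1, a partner of Six2, and -0.84 (SE 0.51) for Gdnf, the signal to the ureteric bud. After CHIR treatment 4 fell when adjusted over the list alone, by limma 0 over all genes with 4 at an unadjusted p under 0.05. These were Cited1 (LogFC = -3.73, SE 0.63), Meox1 (LogFC = -2.81, SE 0.42), Eya1 (LogFC = -2.04, SE 0.47) and Hoxd11 (LogFC = -0.90, SE 0.26), and Cited1 passed over all genes with a replicate block (adjusted p = 0.0168). For YN1, the LogFC of Osr1 was 0.45 without YN1 replicate 1 and 0.27 without NPEM replicate 2, that of Six2 0.22 without YN1 replicate 1 and that of Cited1 0.20 without YN1 replicate 1 and 0.14 without NPEM replicate 2. For YN1 adjusted over the list alone, the number was 1 lower under the replicate block and 1 lower without YN1 replicate 2. For CHIR it was 9 lower with the replicate numbers as a block, 7 lower without CHIR replicate 2, 1 lower without NPEM replicate 1 or NPEM replicate 2 and 2 lower without NPEM replicate 3. The fit with a replicate block called over all genes 1 lower in the naive NPC markers list with YN1 and 3 lower in the naive NPC markers list with CHIR. A replicate block brought the adjusted p over all genes to 0.0244 for Meox1 with CHIR and 0.0412 for Eya1 with CHIR. Without single libraries the adjusted p over all genes became 0.0300 without CHIR replicate 2 for Cited1 with CHIR, 0.0423 without CHIR replicate 2 for Meox1 with CHIR and 0.0312 without CHIR replicate 2 for Eya1 with CHIR.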

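Ncam1, an adhesion molecule of the renal vesicle, rose after YN1 treatment when adjusted over the list of 10 nephron differentiation markers alone (LogFC = 1.36, SE 0.23, adjusted p = 0.00294 over the list and 0.0835 over all genes). Over all genes 1 of the list rose, Wnt2b, and over the list alone 2; the study named 4 of the 13 listed. The DMEM control had 3 of 10 higher over the list alone and 1 over all genes, and YN1 against it gave 0 of 8 over the list alone in limma, with 0 at an unadjusted p under 0.05. Wnt4 had a LogFC of 2.14 (SE 0.71), Lef1 0.11 (SE 0.74) and Pax8 -0.57 (SE 0.76), none of which passed. Of 19 genes of the G1/S transition, all had a LogFC below 0 after YN1 treatment. In limma 0 passed over all genes, 6 fell when adjusted over the list alone and 11 had an unadjusted p under 0.05, such as Uhrf1 (LogFC = -1.01, SE 0.23) and the replication helicase gene Mcm2 (LogFC = -0.62, SE 0.14). After CHIR treatment limma called 0 of the 19 over all genes or the list alone, with 2 at an unadjusted p under 0.05. In the DMEM control 19 of the 19 lay below 0 as well, with 6 lower over the list alone, 0 over all genes by limma, 11 at an unadjusted p under 0.05 and a median LogFC of -0.52, beside -0.52 with YN1. In a direct test of YN1 against CHIR limma called 0, with 3 at an unadjusted p under 0.05. For the differentiation markers after YN1, adjusted over the list alone, the number was 3 higher and 1 lower in the fit with a replicate block and 1 higher without YN1 replicate 1, YN1 replicate 2 or YN1 replicate 3. For these markers in the DMEM control it was 4 higher and 1 lower with a replicate block in the model and 1 higher without DMEM control replicate 1, DMEM control replicate 2 or DMEM control replicate 3. For the G1/S genes it was 11 lower with quantile normalization, 15 lower with the replicate numbers as a block, 11 lower without YN1 replicate 1 and 0 without YN1 replicate 2, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3. For the G1/S genes in the DMEM control, the list alone gave 17 lower in the fit with a replicate block, 15 lower without DMEM control replicate 1 and 0 without DMEM control replicate 2, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3. With the replicate numbers as a block, 2 higher and 1 lower in the nephron differentiation markers list in the DMEM control and 4 lower in the G1/S genes list in the DMEM control passed over all genes.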

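Pcna, the clamp of replicating DNA, had a LogFC of -0.73 with YN1 against the NPEM control (SE 0.17, adjusted p = 0.149 in limma over all genes and 0.0263 over the G1/S list alone). It was -0.36 (SE 0.14) for the G1 kinase Cdk4 and -0.43 (SE 0.22) for the mitotic kinase Cdk1, and -0.29 (SE 0.23) for Birc5, -0.20 (SE 0.15) for Cks2 and -0.08 (SE 0.27) for Ccnb1. For Gas1 it was -0.05 (SE 0.24), and for the inhibitors of cyclin-dependent kinases 1.20 (Cdkn1a, SE 1.24) and 0.73 (Cdkn2a, SE 1.42). Of 15 G2/M genes limma called 0 over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05, and of 8 cell-cycle arrest genes it called 0, with 0. The study named 4 of the G2/M genes and 4 of the arrest genes. The LogFC of Ccnb1 was 0.19 without YN1 replicate 2 and 0.04 without NPEM replicate 1, that of Gas1 0.11 without YN1 replicate 1 and 0.18 without NPEM replicate 2 and that of Cdkn2a -0.16 without YN1 replicate 1 and -0.22 without NPEM replicate 2. For the arrest genes adjusted over the list alone, the number was 1 higher with the replicate numbers as a block and 1 higher without YN1 replicate 2.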

Treatment with YN1 led to the inhibition of cell-cycle progression genes (*Pcna, Birc5, Cks2, Ccnb1, Cdk4, Cdk1, and Gas1*) and upregulation of genes related to cell-cycle arrest (*Cdkn1a and Cdkn2a*) (Supplementary Fig. 1a and d).

We observed that YN1 treatment promoted upregulation of *Wnt2b* at the RNA level (LogFC = 5.15, p < 0.0001). However, several genes that constitute the canonical WNT machinery were downregulated by YN1 such as the WNT receptors (*Lrp5 and Fzd1*); intracellular machinery members (*Dvl1, Csnk1e, Axin1*); and effectors (*Tcf7*) (p < 0.05). 

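Wnt2b (chromosome 3, 104747723 to 104764627 in mm9) had 28.5 ± 11.0 TPM (SD, n = 3) with YN1, and 0.295 ± 0.385 TPM (SD, n = 3) in the NPEM control, a LogFC of 4.47 (SE 0.39, adjusted p = 0.0189). In the DMEM control, without YN1, it had 24.4 ± 12.5 TPM (SD, n = 3), a LogFC of 4.20 against the NPEM control (SE 0.45, adjusted p = 0.0244). YN1 against the DMEM control gave 0.27 (SE 0.48, adjusted p = 1.00). After CHIR treatment the LogFC against the NPEM control was 1.57 (SE 0.41, adjusted p = 0.187). For YN1 the adjusted p was 0.0828 without NPEM replicate 1, 0.0552 without NPEM replicate 2 and 0.0829 without NPEM replicate 3. At the low level of the NPEM control the fold depends on the pseudocount, and with 0.1 in place of 1 the LogFC was 6.55. Over all genes and without single libraries, the adjusted p was 0.0654 to 0.0947 for Wnt2b in the DMEM control without NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3.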

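All 7 genes of the WNT machinery named by the study had a LogFC below 0 with YN1 against the NPEM control. By limma 0 passed over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. These were Tcf7, a transcription factor that partners with β-catenin (LogFC = -1.04, SE 0.28, adjusted p = 0.174), and the co-receptor Lrp5 (LogFC = -0.50, SE 0.19, adjusted p = 0.285). The receptor Fzd1 had a LogFC of -0.70 (SE 0.31), Csnk1e -0.15 (SE 0.11), Axin1 -0.13 (SE 0.14) and Dvl1 -0.08 (SE 0.23). The list was chosen by the study on these samples and is not independent evidence of its direction. The LogFC of Dvl1 was 0.01 without YN1 replicate 1 and 0.07 without NPEM replicate 2. Quantile normalization gave 2 lower over the list alone. The number adjusted over the list alone was 1 lower without YN1 replicate 3 or NPEM replicate 3. The set ranked lower in camera with an estimated correlation (p = 0.0327), but not after adjustment over the lists (adjusted p = 0.251), and against the DMEM control the unadjusted p was 0.0900. With replicate numbers blocked, camera with an estimated correlation gave p = 0.127 (adjusted p = 0.468) for the WNT machinery list with YN1.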

YN1 treatment increased the expression of intracellular inhibitors of WNT signaling (*Cby1, Chd8, Nlk,* and *Smad3*). 

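Cby1, an antagonist of β-catenin, and Smad3, the transducer of TGF-β signals, rose with YN1 when adjusted over the list of 4 genes alone. Cby1 had a LogFC of 0.58 (SE 0.14, adjusted p = 0.0147 over the list and 0.142 over all genes), and Smad3 0.74 (SE 0.24, adjusted p = 0.0336 and 0.233). Nlk, a kinase that acts on TCF factors, was at 0.51 (SE 0.25), and the chromatin remodeler Chd8 at 0.34 (SE 0.15). By limma 0 of the 4 passed over all genes and 2 had an unadjusted p under 0.05. The study chose these genes on these samples, so the count is not independent evidence. Leaving the rest as it was, the number over the list was 1 higher without YN1 replicate 1 and 0 without YN1 replicate 2, NPEM replicate 2 or NPEM replicate 3. With the DMEM control as the reference, limma called 0 of 4 over the list alone and 0 at an unadjusted p under 0.05.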

The expression of *Gsk3b* (LogFC = −0.4), a negative regulator of canonical WNT signaling, was decreased after 24 h of YN1 treatment, but it did not reach statistical significance (Supplementary Fig. 1d and 2b). These results suggest a connection between WNT signaling and glucose metabolism. However, the differentiation induced by YN1 treatment appears to be partially independent of WNT signaling, as demonstrated here and previously by our group^13^.

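Gsk3b (chromosome 16, 38089087 to 38246170 in mm9) had 43.0 ± 7.79 TPM (SD, n = 3) after YN1 and 55.0 ± 22.3 TPM (SD, n = 3) in the NPEM control, a LogFC of -0.29 (SE 0.29, adjusted p = 0.702). The LogFC was 0.01 without NPEM replicate 1. After CHIR, which inhibits the enzyme, it was -0.54 (SE 0.27, adjusted p = 0.531).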

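Axin2, Lef1 and Myc are known targets of β-catenin, and the study names 3 others of the list. After YN1 treatment, 1 of the 10 tested fell over all genes, Myc (LogFC = -1.20, SE 0.15, adjusted p = 0.0481), and over the list alone 1 rose and 4 fell. Axin2, a feedback inhibitor of the pathway, had a LogFC of -1.18 after YN1 (SE 0.48) and 1.54 after CHIR (SE 0.31), and Nkd1 -0.32 (SE 0.50) and 1.70 (SE 0.41). After CHIR treatment, 1 of 11 rose and 1 fell over all genes, and 6 rose and 3 fell when adjusted over the list alone. In the direct test of YN1 against CHIR, 6 of 10 were lower and 1 higher over the list alone, 0 over all genes by limma with 8 at an unadjusted p under 0.05, and the set ranked lower in camera with an estimated correlation (p = 0.00333), but not after adjustment over the lists (adjusted p = 0.117). For the DMEM control 1 was higher and 6 lower of 10 over the list alone and 1 lower over all genes, with a median LogFC of -0.78, and YN1 against it gave 0 of 9 over the list alone in limma, with 0 at an unadjusted p under 0.05 and a median of 0.06. Tcf7, which the study names, was lower with YN1 than with CHIR (LogFC = -2.04, SE 0.25) but did not pass over all genes in limma. For YN1 adjusted over the list alone, the number was 3 lower without YN1 replicate 1 or NPEM replicate 2 and 2 lower without NPEM replicate 1 or NPEM replicate 3. Between the drugs it was 4 lower without CHIR replicate 1 or CHIR replicate 3. For the DMEM control it was 3 lower without DMEM control replicate 1, NPEM replicate 1 or NPEM replicate 2, 4 lower without DMEM control replicate 3 and 1 lower without NPEM replicate 3. The adjusted p of Myc was 0.0989 without YN1 replicate 1, 0.0751 without YN1 replicate 2, 0.195 without YN1 replicate 3, 0.114 without NPEM replicate 1, 0.199 without NPEM replicate 2 and 0.186 without NPEM replicate 3. The replicate block gave, over all genes, 5 lower in the β-catenin targets list for YN1 against CHIR and 2 lower in the β-catenin targets list in the DMEM control. The block of replicate numbers gave, over all genes, an adjusted p of 0.0247 for Tcf7 for YN1 against CHIR.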

We conducted a Gene Enrichment analysis to gain insight into gene function and to identify biological pathways potentially impacted by both YN1 and CHIR. 

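Sqle, the squalene epoxidase, had a LogFC of -0.09 in YN1 against CHIR (SE 0.12), and for the sterol reductase Tm7sf2 it was 0.42 (SE 0.42). Tested directly between the drugs, 0 of the 21 genes of mevalonate and cholesterol synthesis passed in limma over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05. Their LogFC ran from -0.41 to 0.42 with a median of -0.13, 9 above 0 and 12 below. Camera placed the set lower in YN1 with its preset correlation (adjusted p = 0.00526) but not with an estimated correlation (p = 0.237). A difference that misses the test does not show that the drugs act alike.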

Changes in the Mevalonate/cholesterol pathway genes showed good concordance between the two treatments (YN1 and CHIR), pointing to a conserved involvement for this pathway in NPC fate determination (Fig. 2c). 

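Of 13 contractile and SRF target genes, 9 rose with YN1 and 8 with CHIR against the NPEM control when adjusted over the list alone, and 0 and 2 over all genes, where limma had 10 and 9 higher at an unadjusted p under 0.05. Tagln, an actin-binding protein of smooth muscle, had a LogFC of 4.10 with YN1 (SE 0.62, adjusted p = 0.0704) and 4.36 with CHIR (SE 0.51, adjusted p = 0.0286). Myl9, a myosin light chain, was at 2.83 (SE 0.48) and 2.61 (SE 0.43), and smooth muscle actin Actg2 at 4.85 (SE 0.96) and 4.87 (SE 0.76), the latter past the test over all genes with a replicate block (adjusted p = 0.0464). The DMEM control had 9 higher and 1 lower over the list alone and 1 higher over all genes, with a median LogFC of 1.79, and limma called 0 of 13 with YN1 and 0 of 13 with CHIR against it over the list alone, with 0 and 1 at an unadjusted p under 0.05. This list was chosen after genes of it had been seen in the paper's tables. The study named 2 of the contractile genes. Of 11 stromal markers, 2 were higher with YN1 and 2 in the DMEM control over the list alone, with 4 and 4 at an unadjusted p under 0.05. The stromal list with YN1 then gave 5 higher and 1 lower with the replicate numbers as a block and 1 higher without YN1 replicate 1 or YN1 replicate 3. For stromal markers in the DMEM control it gave 7 higher and 1 lower in the fit with a replicate block, 1 higher without DMEM control replicate 1 or DMEM control replicate 3 and 5 higher without NPEM replicate 1. The contractile list with CHIR against the DMEM control gave 5 higher in the fit with a replicate block. Over all genes, limma with a replicate block called 1 higher in the contractile and SRF targets list with YN1, 4 higher in the contractile and SRF targets list with CHIR, 8 higher in the contractile and SRF targets list in the DMEM control, 3 higher in the contractile and SRF targets list for CHIR against the DMEM control, 1 higher and 1 lower in the stromal markers list with YN1 and 4 higher and 1 lower in the stromal markers list in the DMEM control. Over all genes, the replicate block gave an adjusted p of 0.0491 for Myl9 with YN1 and 0.0359 for Myl9 with CHIR. Left-out libraries gave an adjusted p over all genes of 0.0169 without YN1 replicate 2 for Tagln with YN1, 0.0803 to 0.129 for Tagln with CHIR without CHIR replicate 1, CHIR replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3, 0.0130 without YN1 replicate 2 for Actg2 with YN1 and 0.00411 without CHIR replicate 2 for Actg2 with CHIR.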

The canonical WNT signaling pathway (–Log10 *p*-value = 3.36), the actin cytoskeleton signaling (–Log10 *p*-value = 2.12), calcium signaling (–Log10 *p*-value = 5.26), and the RhoGDI/RhoA signaling (–Log10 *p*-value = 1.82) scored among the top hits for both drugs as well (Fig. 2b, c and Supplementary Data 3 and 4). As expected, YN1 treatment impacted metabolic pathways related to acetyl-CoA and cholesterol (Fig. 2c) preferentially.

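YN1 against the NPEM control changed genes in 20 of the gene lists when adjusted over each list alone, and in 3 lists over all genes. Summed over the lists these were 74 calls, where a gene of several lists counts in each. The lists with the most genes past the test over the list alone were mevalonate and cholesterol synthesis, the Fig. 3b genes and the contractile genes, followed by the retinoic acid response, with 6 higher, and the G1/S genes. This order is not independent evidence, and the lists differ in size. The study chose the Fig. 3b genes on these samples and named most of the mevalonate genes. The contractile and retinoic acid lists were chosen after genes of them had been seen in the paper's tables. Metabolic lists in which limma called 0 genes over the list alone were glycolysis, purine synthesis, acetyl-CoA supply and tRNA charging. Camera with its preset correlation called 18 of the 34 lists with at least 3 genes tested. With an estimated correlation it called 0 after adjustment, 5 at an unadjusted p under 0.05, and the test fry, which asks whether a list moves one way on balance, called 2. For CHIR the preset correlation called 15 of 35 lists and the estimated one 0, with 4 at an unadjusted p under 0.05. Against the DMEM control, YN1 changed 0 genes over any list alone in limma, apart from 1 endothelial gene with the replicate block or without DMEM control replicate 3 and 1 erythroid gene without YN1 replicate 2. Camera with its preset correlation called 4 of 34 lists there. Genes of the mitochondrial genome and contractile genes were higher, and FGF response and WNT machinery genes lower. With an estimated correlation it called 0, also at an unadjusted p under 0.05, and fry called 0. The replicate block moved the calls with YN1 against the NPEM control to 177 in 28 lists, and genes of 13 lists passed over all genes. Under it the estimated correlation gave 1 list at an unadjusted p under 0.05 for YN1 and 1 for CHIR, and fry called 4 with YN1. The fit with a replicate block called over all genes 4 higher in the retinoic acid response list with YN1.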

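Pik3ca, a catalytic subunit of PI3K, had a LogFC of 0.09 with YN1 against the NPEM control (SE 0.14, adjusted p = 0.818). For Akt1, the kinase downstream, it was -0.13 (SE 0.16, adjusted p = 0.755). Another catalytic subunit, Pik3cb, was at 0.47 (SE 0.27), and the regulatory subunit Pik3r1 at -0.63 (SE 0.35). Of 13 genes of PI3K and AKT signaling, limma called 0 over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The study named at least 3 of them. In other fits, the number over the list alone was 1 higher without NPEM replicate 1. Against the DMEM control, limma called 0 of 13 over the list alone and 0 at an unadjusted p under 0.05.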

Changes in gene expression in members of PI3K/MAPK pathway suggested a partial inhibition of this pathway after YN1 treatment (e.g.: PI3K catalytic unit and AKT1 were downregulated whereas PTEN, a negative regulator, was upregulated) (Supplementary Fig. 3a, b).

Proteomic profiling of stimulated NPCs showed a high concordance with the transcriptomic profiles and resulted in 4826 proteins shared between CHIR and YN1 treatments. Analysis of significant differential protein abundance ratios from NPC induced either with YN1 (YN1/NPEM = 144 proteins *p* < 0.05) or CHIR (CHIR/NPEM = 132 proteins *p* < 0.05) show that several top pathways overlap between treatments (Fig. 3a). The cholesterol pathway was a top hit impacted at both the transcript and protein levels (Fig. 3a–e). 

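Of 8 genes of sterol sensing and uptake, 3 fell and 1 rose with YN1 against the NPEM control, and 4 fell with CHIR, when adjusted over the list alone. By limma 0 and 0 passed over all genes, with 5 and 4 at an unadjusted p under 0.05. Insig1, which retains SREBP in the endoplasmic reticulum, had a LogFC of -0.91 with YN1 (SE 0.14) and -0.81 with CHIR (SE 0.16). Insig2 was the gene that rose with YN1 (LogFC = 0.67, SE 0.15). In the DMEM control, without either drug, 9 of the 21 genes of mevalonate and cholesterol synthesis fell against the NPEM control over the list alone and 0 over all genes by limma, with 12 at an unadjusted p under 0.05 and a median LogFC of -0.66. Insig1 was at -0.83 (SE 0.13) there. YN1 against the DMEM control gave 0 of the synthesis genes, with 0 at an unadjusted p under 0.05 and a median of -0.03. The study named 3 of the sterol sensing genes. For sterol sensing with CHIR, the number over the list alone was 1 lower without CHIR replicate 1, CHIR replicate 2 or NPEM replicate 3 and 2 lower without NPEM replicate 1. For the synthesis genes in the DMEM control, it was 1 lower without DMEM control replicate 1, DMEM control replicate 3 or NPEM replicate 3, 2 lower without DMEM control replicate 2 and 3 lower without NPEM replicate 1. The replicate block gave, over all genes, 1 lower in the sterol sensing and uptake list with CHIR and 4 lower in the mevalonate and cholesterol synthesis list in the DMEM control. A replicate block brought the adjusted p over all genes to 0.0296 for Insig1 in the DMEM control.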

The treatment either with YN1 or CHIR affected the mTOR pathway, which has been associated with NPC lifespan^14^. 

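Of 11 genes that make serine, glycine, asparagine and proline, 8 were higher with CHIR than in the NPEM control when adjusted over the list alone, among them the asparagine synthetase Asns (LogFC = 2.20, SE 0.38) and Psph, the last enzyme of serine synthesis (LogFC = 1.09, SE 0.21). In limma 0 passed over all genes, with 8 at an unadjusted p under 0.05, and the set ranked higher in camera with an estimated correlation (p = 0.0108), but not after adjustment over the lists (adjusted p = 0.189). All 17 aminoacyl-tRNA synthetase genes had a LogFC above 0 with CHIR, and 1, Gars, rose over the list alone (LogFC = 1.00, SE 0.22), with 0 over all genes and 8 at an unadjusted p under 0.05. Camera's call of that list (preset correlation, adjusted p = 2.50e-09) was lost with an estimated correlation (p = 0.0815). Of 10 targets of the amino acid stress factor ATF4, 8 rose with CHIR over the list alone, such as Chac1 (LogFC = 2.49, SE 0.53) and the transporter gene Slc7a5 (LogFC = 1.02, SE 0.20), by limma 0 over all genes with 8 at an unadjusted p under 0.05. With YN1, limma called 0 of 17 tRNA charging genes, 0 of 10 ATF4 targets and 1 of 10 amino acid synthesis genes over the lists alone, with 0, 3 and 2 at an unadjusted p under 0.05. The last was Shmt1, a serine hydroxymethyltransferase, which fell (LogFC = -1.41, SE 0.24). CHIR against the DMEM control gave 0 of 10 ATF4 targets, 0 of 17 tRNA charging genes and 2 higher of 11 amino acid synthesis genes over the lists alone. In each of these lists limma had 3 higher at an unadjusted p under 0.05, and the median LogFC was 0.72, 0.44 and 0.70. Over all lists that comparison had 35 calls over the lists alone, and 169 with the replicate block. For tRNA charging with CHIR, the number over the list alone was 10 higher with quantile normalization, 12 higher under the replicate block, 0 without CHIR replicate 1, CHIR replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3 and 8 higher without CHIR replicate 2. For the ATF4 targets with CHIR it was 5 higher without CHIR replicate 1 and 2 higher without CHIR replicate 3 or NPEM replicate 2. With YN1, the ATF4 list gave 4 higher under the replicate block and 5 higher without YN1 replicate 2. The amino acid list with YN1 gave 4 higher and 1 lower with the replicate numbers as a block and 1 higher and 1 lower without YN1 replicate 2. Under the replicate block, limma called over all genes 2 higher in the amino acid synthesis list with CHIR, 1 higher in the tRNA charging list with CHIR, 3 higher in the ATF4 stress response list with CHIR and 1 lower in the amino acid synthesis list with YN1. With the block camera with an estimated correlation gave p = 0.0830 (adjusted p = 0.486) for the amino acid synthesis list with CHIR. Over all genes, the replicate block gave an adjusted p of 0.0337 for Asns with CHIR, 0.0365 for Gars with CHIR, 0.0245 for Chac1 with CHIR, 0.0363 for Slc7a5 with CHIR and 0.0491 for Shmt1 with YN1.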

Changes in the mRNA of genes involved in amino acid biosynthesis and tRNA charging pathways further confirmed these observations (Figs. 2 and 3).

**Fig. 3:**
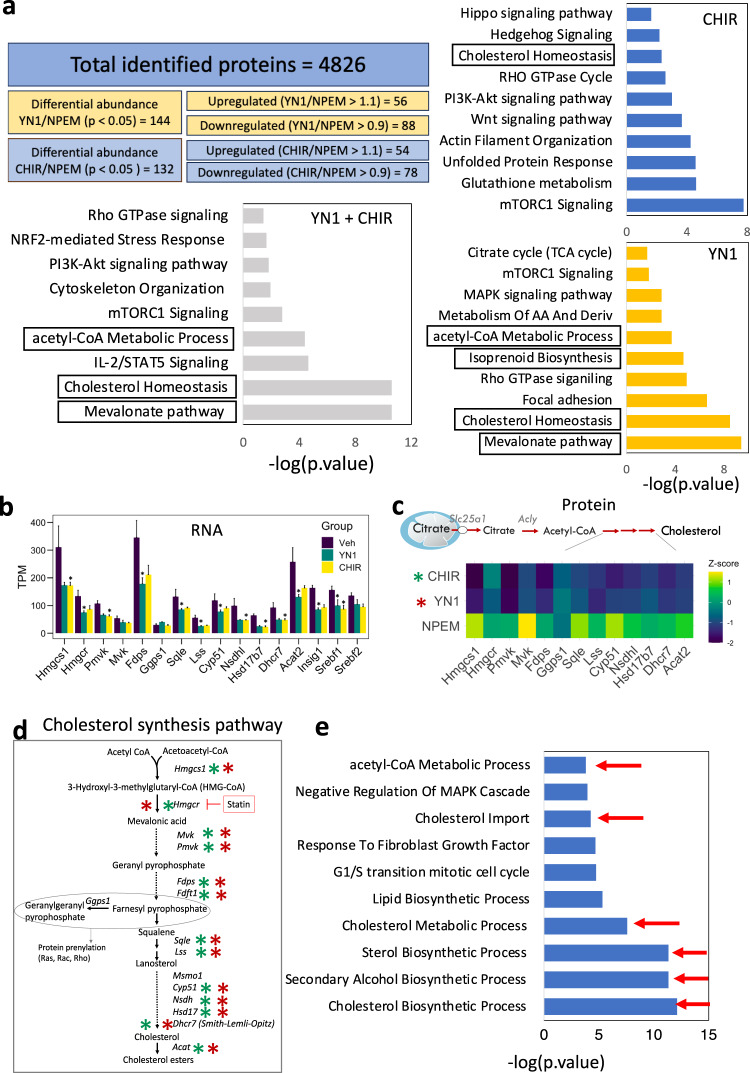
Proteomic analysis identifies metabolic and cytoskeleton-related pathways as common targets of YN1 and CHIR in NPC. Total identified proteins and filtering parameters used final up- and downregulated protein list per experimental condition. Differentially abundant proteins were used as input for enrichment analysis. Bar graphs show top-significant pathways impacted after each treatment and common pathways impacted by both drugs. Top terms were ordered by log10(p-value) obtained from the enrichment analysis with EnrichR (described in methods). Terms related to related to Mevalonate/cholesterol metabolism are highlighted in boxes (**a**). The transcripts encoding proteins from the cholesterol biosynthesis pathway were quantified and presented as the mean of transcript per million (TPM) +/- SEM, *n* = 3 independent NPC preparations (**b**). Heatmap generated to illustrate the downregulation of enzymes in the cholesterol biosynthesis pathways after treatment with YN1 or CHIR, at the protein level. Data are presented as the z-score obtained from 3 independent NPC preparations (**c**). The schematics of the cholesterol biosynthesis pathway are provided, with a significant decrease in pathway enzymes indicated by a cyan (YN1) or red (CHIR) asterisk (**d**). Top terms from GO analysis with downregulated genes as input after YN1 treatment, scores are shown as log10(p-value) (**e**). Source data are provided as a Source Data file.

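The mean TPM of 15 of the 16 genes of Fig. 3b was lower with YN1 than in the NPEM control, and that of 16 was lower with CHIR. Hmgcs1, which makes HMG-CoA from acetyl-CoA, had 174 ± 17.6 TPM with YN1, 173 ± 21.0 TPM with CHIR and 311 ± 132 TPM in the NPEM control (SD, n = 3 each). Hsd17b7 had 25.5 ± 3.92, 23.2 ± 6.44 and 64.5 ± 9.74 TPM (SD, n = 3 each), which puts YN1 at 39.5% and CHIR at 36.0% of the NPEM control. Over the 16 genes the treated means ran from 39.5% to 132% of the NPEM control with YN1 and from 36.0% to 93.1% with CHIR, and the gene above 100% was Ggps1. Every treated library lay below every NPEM library for 13 genes with YN1 and 12 with CHIR, where chance gives 10% of genes in either direction and 21.1% of all genes with YN1 and 17.0% with CHIR were separated either way. These genes had the smallest p that 3 libraries against 3 allow in a two-sided exact permutation test, 0.1, or 0.25 where only exchanges within a replicate number count. The study chose the genes on these samples, so the counts are not independent evidence. In the DMEM control 15 of the means were lower than in the NPEM control, and for 13 genes every library lay below. All 144 values of the paper's source data for this panel equal a deposited library value within 0.1%.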

### YN1 does not promote uncontrolled stress responses in NPCs

Pharmacological treatments may induce uncontrolled stress responses and prompt cells to differentiate^32–35^. For this reason, we investigated whether YN1 or CHIR treatment impacted the expression of oxidative stress response genes. We measured the fold change of eight genes related to NRF2-mediated oxidative stress response (Nf2l2, Nqo1, Hmox1, Gclc, Gclm, Cat, Sod1, Sod2)^36^, five Glutathione peroxidase genes expressed in the developing kidney (GPX1,−3,−4,−7,−8)^37^ and five target genes activated during oxidative stress response in cells (Cdkn1b, Trp53inp1, Hif1a, Id2, Foxo4)^30^. The expression of these genes was compared between control and YN1 cohorts or control and CHIR cohorts. The results were considered significant if they showed an absolute LogFC difference greater or equal to |0.5| with a p-value < 0.05. 

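Nqo1, a quinone reductase and target of NRF2, had a LogFC of -1.77 with YN1 (SE 0.53, adjusted p = 0.207) and -2.17 with CHIR (SE 0.70, adjusted p = 0.289) against the NPEM control. Gclc, which makes the glutathione precursor, was at -0.74 (SE 0.24) and -0.75 (SE 0.26), and Nfe2l2, which encodes NRF2, at 0.00 (SE 0.17) and -0.04 (SE 0.20). Heme oxygenase Hmox1 was at -0.90 (SE 0.30) with YN1 and -0.02 (SE 0.41) with CHIR. Of the 8 genes, all named by the study, limma called 0 for YN1 and 0 for CHIR over all genes or adjusted over the list alone, and with either drug 3, all lower, had an unadjusted p under 0.05. A list chosen by the study is not independent evidence. For YN1 the list alone gave 3 lower with quantile normalization, 3 lower in the fit with a replicate block and 3 lower without YN1 replicate 1 or NPEM replicate 2. For CHIR the list alone gave 3 lower with a replicate block in the model, 2 lower without CHIR replicate 1 and 3 lower without NPEM replicate 2. In the DMEM control, without a drug, limma called 0 of the 8 over the list alone, with 1 lower at an unadjusted p under 0.05. YN1 and CHIR against the DMEM control each gave 0 over the list alone, with 0 at an unadjusted p under 0.05.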

Genes in the NRF2 pathway were either downregulated or did not show significant changes. Additionally, there were no significant differences in the expression of the other genes tested across conditions (as shown in Supplementary Fig. 4a, b). 

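Id2, an inhibitor of bHLH transcription factors, was the 1 gene of 5 oxidative stress targets named by the study that fell with YN1 when adjusted over the list alone (LogFC = -1.26, SE 0.35, adjusted p = 0.0435 over the list and 0.180 over all genes). Hif1a had a LogFC of 0.16 (SE 0.18), Foxo4 0.10 (SE 0.24) and Cdkn1b 0.36 (SE 0.18). By limma 0 passed over all genes, with 1 at an unadjusted p under 0.05. After CHIR treatment limma called 0 of the 5 over all genes or the list alone, with 1 at an unadjusted p under 0.05, Foxo4 (LogFC = -0.41, SE 0.17). As the study chose the list, the count is not independent evidence. With YN1 the number was 0 with quantile normalization. When the fit was varied, the list alone gave 0 under the replicate block, 0 without YN1 replicate 1, YN1 replicate 3, NPEM replicate 2 or NPEM replicate 3 and 2 higher and 1 lower without NPEM replicate 1. For CHIR the list alone gave 1 lower without CHIR replicate 2. Left-out libraries gave an adjusted p over all genes of 0.0334 without YN1 replicate 2 for Id2 with YN1. In the DMEM control, without a drug, 1 of the 5 fell over the list alone too, where the lowest LogFC was -1.25. YN1 against the DMEM control gave 0 over the list alone in limma, with 0 at an unadjusted p under 0.05. Against the NPEM control Id2 met the study's own limits on LogFC and unadjusted p with YN1, while the paper reports no significant change in it.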

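Gpx7 and Gpx8, glutathione peroxidases of the endoplasmic reticulum, had a LogFC of 0.72 (SE 0.26, adjusted p = 0.281) and 0.81 (SE 0.25, adjusted p = 0.225) with YN1 against the NPEM control. The secreted form Gpx3 was at 0.72 (SE 0.46, adjusted p = 0.540) and the p53 target Trp53inp1 at 1.04 (SE 0.46, adjusted p = 0.372). Of 5 glutathione peroxidase genes, all named by the study and so not independent evidence, limma called 0 over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. Gpx7 and Gpx8 met the study's own limits for these genes, on LogFC and unadjusted p, with YN1. The paper reports their rise as not significant. For CHIR limma called 0, with 0 at an unadjusted p under 0.05. Without a drug, in the DMEM control, Gpx3 was at 0.92 (SE 0.47) and Trp53inp1 at 1.22 (SE 0.48). Adjusted over the list, the number was 3 higher in the fit with a replicate block and 1 higher without NPEM replicate 1. Fry called the list higher with YN1 under the replicate block (adjusted p = 0.0352, and 0.0855 without it). Over all genes, the replicate block gave an adjusted p of 0.0229 for Gpx3 in the DMEM control. Without the block, 3 of the peroxidase genes were higher in the DMEM control at an unadjusted p under 0.05 as well. With YN1 against the DMEM control 0 had such a p.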

Although not statistically significant, we noticed an increase in LogFC values for a few genes (Gpx3, Gpx7, Gpx8, Trp53inp1) after YN1 treatment (Supplementary Fig. 4a).

It has been shown that uncontrolled stress response disturbs cell homeostasis resulting in changes in protein synthesis^38,39^. Therefore, we evaluated whether the cellular protein synthesis machinery was impacted by treatment with either YN1 or CHIR. Our results showed no statistically significant differences in the transcription rates of ribosomal protein-coding genes after treatment with either drug (as shown in Supplementary Fig. 4c, d, f, adj_*p*-value < 0.05). 

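All 79 ribosomal protein genes tested had a LogFC below 0 after YN1 treatment, with a median of -0.32. In limma 0 passed over all genes or adjusted over the list alone, and 16 had an unadjusted p under 0.05. After CHIR treatment 53 of 79 lay below 0 and 26 above, with a median of -0.04, 0 passed in limma and 0 had an unadjusted p under 0.05. For YN1, camera's call with its preset correlation (adjusted p = 6.65e-20) was lost with an estimated correlation (p = 0.102). Likewise 79 of 79 lay below 0 in the DMEM control, with a median of -0.29, 0 called by limma and 14 at an unadjusted p under 0.05, and YN1 against the DMEM control gave a median of -0.02. CHIR against the DMEM control had 79 of 79 above 0 with a median of 0.25, and YN1 against CHIR 78 of 79 below 0 with a median of -0.30, where limma called 0 and 0 over the list alone, with 10 and 5 at an unadjusted p under 0.05. The median LogFC of all genes with YN1 is above 0 on this scale and moves with the normalization. By comparison, the list alone gave 44 lower under the replicate block. The estimated correlation gave p = 0.0368 for YN1 under the block (adjusted p = 0.468). For the DMEM control the list alone gave 73 lower with the replicate numbers as a block. CHIR against the DMEM control gave 44 higher in the fit with a replicate block. Between the drugs the list gave 62 lower with a replicate block in the model. Many ribosomal protein genes have near-identical pseudogenes that share reads with them, so single values are uncertain. Under the replicate block, limma called over all genes 14 lower in the ribosomal proteins list in the DMEM control and 9 higher in the ribosomal proteins list for CHIR against the DMEM control.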

More importantly, there were no differences in the total abundance of ribosomal proteins observed with proteomic experiments after treatment with YN1. Nonetheless, the proteomics analysis showed increased ribosomal protein abundance after Wnt signaling stimulation with CHIR (as shown in Supplementary Fig. 4e, Kruskal-Wallis test). Given that Wnt stimulation is a potent signal for differentiation^6,40,41^, it was anticipated.

### Reduction in cholesterol synthesis enables NPC differentiation

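Of the 16 genes shown in Fig. 3b, 10 fell with YN1 and 8 with CHIR against the NPEM control when adjusted over the list alone. By limma 0 and 0 passed over all genes, with 12 and 12 at an unadjusted p under 0.05. Hsd17b7, a sterol ketone reductase, had the largest change of the list (LogFC = -1.31, SE 0.19, adjusted p = 0.0636 with YN1, and LogFC = -1.46, SE 0.23, adjusted p = 0.0598 with CHIR). It passed over all genes in both comparisons with a replicate block (adjusted p = 0.0460 and 0.0243). Fdps, the farnesyl diphosphate synthase, was at -0.92 (SE 0.27) with YN1 and -0.70 (SE 0.30) with CHIR, and Dhcr7, which makes cholesterol from its precursor, at -0.87 (SE 0.25) and -0.89 (SE 0.25). The study chose this list on these samples, so it is not independent evidence of a fall. For YN1 the number over the list alone was 6 lower without YN1 replicate 1 and 4 lower without YN1 replicate 2. For CHIR it was 5 lower without CHIR replicate 1, 4 lower without CHIR replicate 2 or NPEM replicate 3 and 13 lower without NPEM replicate 2. Relative to the DMEM control, limma called 0 of 16 over the list alone, with 0 at an unadjusted p under 0.05. Over all genes, limma with a replicate block called 1 lower in the Fig. 3b list with YN1 and 2 lower in the Fig. 3b list with CHIR.

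**Figure D2:**
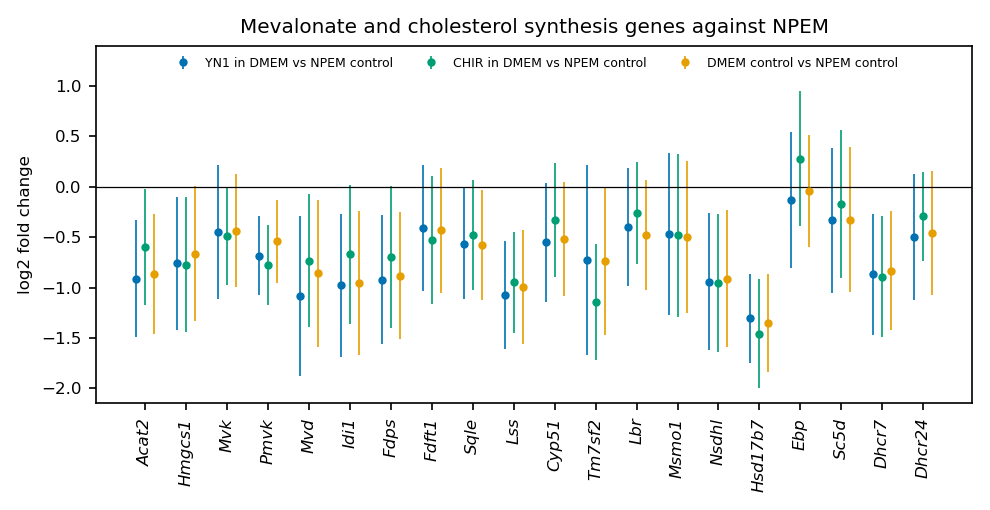
LogFC on the scale log2(TPM + 1), y axis, of genes of mevalonate and cholesterol synthesis, x axis, against the NPEM control in YN1, CHIR and DMEM control libraries (n = 3 each). Points are limma estimates and bars 95% confidence intervals, and Hsd17b7 has the lowest point in all 3 comparisons.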

Multiple enzymes in the cholesterol synthesis pathway were significantly downregulated by YN1 or CHIR treatment, at mRNA (Fig. 3b) and protein levels (Fig. 3c and Table 1). The impacted enzymes are epistatically organized in Fig. 3d. We subset the downregulated genes after YN1 treatment and ran another GO analysis. This deeper analysis confirmed terms related to imbalances of cholesterol metabolism scored as top significant hits (Fig. 3e, red arrows). 

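Srebf1 and Srebf2 encode the SREBP transcription factors, which switch on genes of sterol and fatty acid synthesis. With CHIR against the NPEM control the LogFC of Srebf1 was -0.86 (SE 0.22, adjusted p = 0.177 over all genes and 0.0225 over the sterol sensing list alone), and with a replicate block it passed over all genes (adjusted p = 0.0395). Srebf2 was at -0.50 (SE 0.17, adjusted p = 0.321 over all genes and 0.0475 over the list alone). The SREBP partner Scap was at -0.13 (SE 0.16) with CHIR and -0.12 (SE 0.20) with YN1, and did not pass in either.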

Interestingly, the steroid regulatory element binding factors, common upstream regulators for multiple enzymes in this pathway, were also downregulated. Both Srebf1 (LogFC = −0.76, avg exp = 6.97, *p* < 0.05) and Srebf2 (LogFC = −0.47, avg exp = 6.92, *p* = 0.08) transcripts were reduced following YN1 treatment, but statistical significance was only achieved with Srebf1. This data suggested that the maintenance of the NPCs requires cholesterol synthesis, and disruption of the cholesterol synthesis machinery prompts them to differentiate.

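With YN1 against the NPEM control, Srebf1 (chromosome 11, 60012591 to 60036083 in mm9) had a LogFC of -0.70 (SE 0.28, adjusted p = 0.331 over all genes and 0.0694 over the sterol sensing list alone). Srebf2 (chromosome 15, 81977696 to 82035806 in mm9) had a LogFC of -0.40 (SE 0.22, adjusted p = 0.479 and 0.157). By limma 0 of the 2 passed, and the unadjusted p was under 0.05 for Srebf1 only. In the DMEM control against the NPEM control the LogFC was -0.60 (SE 0.24) for Srebf1 and -0.24 (SE 0.19) for Srebf2. YN1 against the DMEM control gave -0.10 (SE 0.34) and -0.16 (SE 0.25).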

**Table 1:** Differentially abundant proteins in the Super-pathway of Cholesterol Biosynthesis network

Protein name	YN1/Ctrl	CHIR/Ctrl
Acat1	−1.22619	−0.1422
Lbr	−1.11595	−1.03956
Hadhb	−1.0669	−1.09432
Hadha	−1.0977	−1.07973
Hmgcr	−1.34085	−1.27025
Hsd17b7	−1.47669	−1.47494
Sqle	−1.44067	−1.53392
Msmo1	−1.54533	−1.46496
Fdft1	−1.51828	−1.56956
Lss	−1.58772	−1.52997
Tm7sf2	−1.60068	−1.54865
Nsdhl	−1.58253	−1.67584
Dhcr7	−1.63414	−1.69493
Fdps	−1.58861	−1.78847
Acat2	−1.74065	−1.8132
Cyp51a1	−1.78618	−1.87085
Mvk	−1.84842	−1.90875
Pmvk	−1.89759	−2.02919
Idi1	−2.00878	−2.01207
Mvd	−2.03588	−2.03867
Hmgcs1	−1.88482	−2.29426

The proteomic data was filtered to include proteins associated with the Mevalonate/cholesterol pathway. Protein abundances are represented as the ratio of the grouped abundance in the treatment groups to the grouped abundance in the control media (YN1/Ctrl and CHIR/Ctrl).

To confirm that cholesterol metabolism is important for NPC pool maintenance, we cultured E12.5 embryos for 24 h in the presence or absence of 10 µM of Pravastatin, an inhibitor of HMG-CoA reductase (see Fig. 3d). Inhibition of cholesterol synthesis increased the number of Lhx1 positive structures (Fig. 4a, b), without affecting UB tip number counts over time (Fig. 4c).

**Fig. 4:**
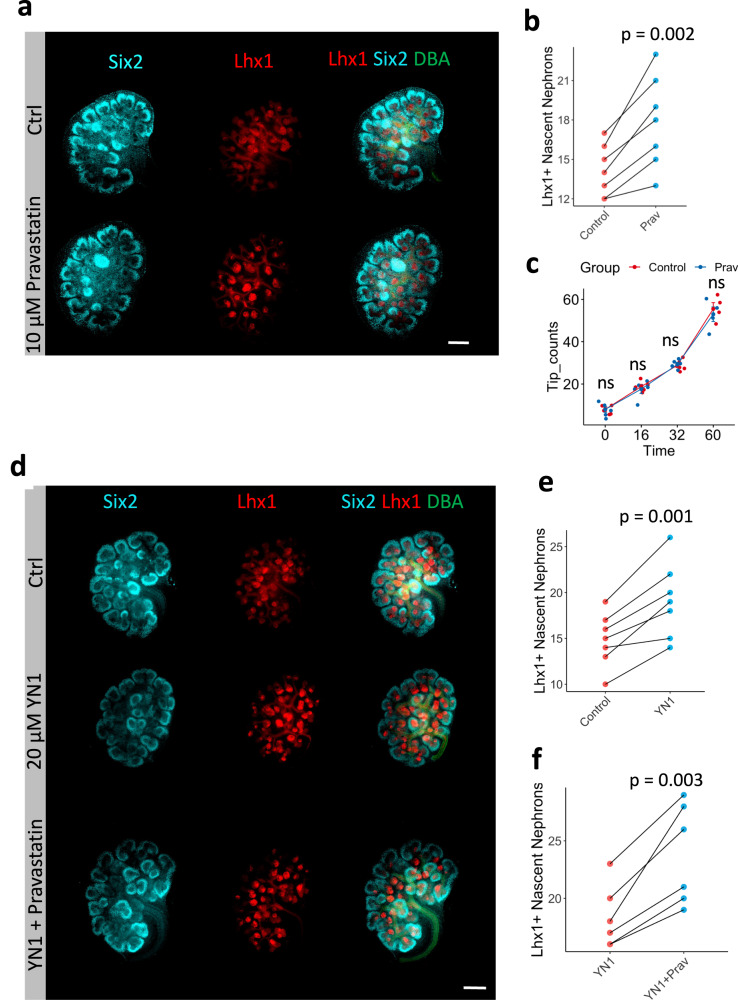
Inhibition of the cholesterol synthesis pathway phenocopy YN1 treatment and drives NPC differentiation. Six2 (NPC) Lhx1 (nascent nephron), and DBA (UB) immunostaining in E12.5 kidneys after 24 h incubation in the presence of 10 µM Pravastatin (Prav) or vehicle (ctrl) (**a**). Quantification of the number of LhX1+ structures, *n* = 7 kidney pairs from 7 independent embryos (**b**). Quantification of UB tip branching up to 60 h incubation period in the presence of 10 µM pravastatin, *n* = 5 pairs of kidneys per time point, Data presented as mean +/- SEM and individual dots are depicted (**c**). E12.5 + 24 h treatment with control (vehicle), 20 µM YN1 or YN1 + 10 µM pravastatin treatment (**d**). Quantification of nascent nephron after YN1, *n* = 7 pairs of kidneys from independent embryos (**e**) or Prav + YN1 treatment, *n* = 6 pairs of kidneys from independent embryos (**f**). Six2 (Cyan); Lhx1 (Red), DBA (Green). Scale bar 250 µm. In all experiments, each pair of kidneys was separated and designated to receive vehicle or treatment randomly. After treatment, the pairs were compared with the two-sided T-test for paired samples, and p-values were shown. Source data are provided as a Source Data file.

Interestingly, co-treatment (Pravastatin + YN1) increased differentiation above the level of either drug alone (Fig. 4d–f). Thus, a partial block of glycolysis may have effects on nephrogenesis that are either independent of cholesterol biosynthesis or have impacted an upstream metabolite also required for cholesterol synthesis.

### Acetyl-CoA links glycolysis inhibition to cholesterol synthesis

Acetyl-CoA is an end-product of glycolysis and a precursor for cholesterol synthesis. Thus, it is a key metabolite linking glycolysis inhibition to cholesterol biosynthesis (Fig. 5a).

**Fig. 5:**
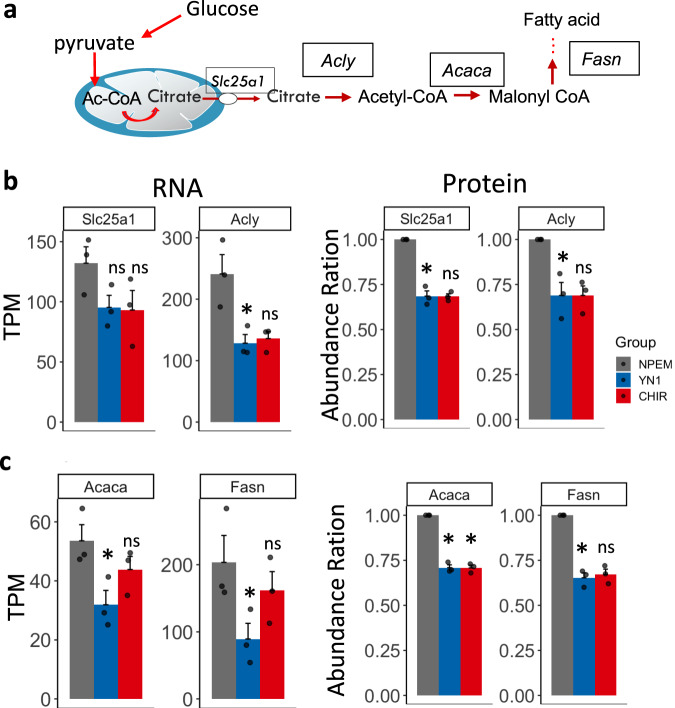
Acetyl-CoA is a key metabolite at the crossroad between cholesterol, and fatty acid synthesis. Glycolysis-generated acetyl-CoA metabolic route (**a**). Transcript (TPM) and protein/peptides (Abundance) quantification of key acetyl-CoA generating enzymes after treatment with either Nephron progenitor expansion media (NPEM) (grey bar, used as a control media), YN1 (Blue bar) or CHIR (red bar) (**b**). Quantification of key transcript and proteins in fatty acid pathway after treatment with either YN1 or CHIR (**c**). Data presented as the mean of transcript per million (TPM) for RNA or abundance ratio for proteomic +/- SEM, *n* = 3 independent NPC preparations. ATP-citrate lyase (Acly), the mitochondrial citrate transporter (Slc25a1), the Fatty acid synthase (Fasn), and acetyl-CoA carboxylase alpha (Acaca). Multiple samples were compared with the Kruskal-Wallis test, followed by Holm’s posthoc test, *posthoc *p*-value <or = 0.05 was considered significant, ns = not significant. Source data are provided as a Source Data file.

The cytosolic pool of acetyl-CoA is largely dependent on mitochondrial citrate shuttle and metabolism^42,43^. *Slc25a1* encodes the mitochondrial membrane transporter that shuttles citrate to the cytosol, whereas ATP-Citrate lyase (Acly) is a cytosolic/nuclear enzyme that converts mitochondria-derived citrate to acetyl-CoA (Fig. 5a). 

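Acly had 128 ± 24.7 TPM with YN1, 169 ± 38.0 TPM with CHIR and 241 ± 54.6 TPM in the NPEM control (SD, n = 3 each). In a two-sided exact permutation test against the NPEM control, p was 0.1 for YN1, the smallest that 3 libraries against 3 allow, and 0.2 for CHIR. Slc25a1 had 95.3 ± 17.4 TPM with YN1, 93.1 ± 28.2 TPM with CHIR and 132 ± 23.6 TPM in the NPEM control (SD, n = 3 each), with an exact p of 0.2 for YN1 and 0.2 for CHIR. Both genes act in the export of citrate and its cleavage to acetyl-CoA in the cytosol. In the DMEM control, without either drug, Acly had 129 ± 15.6 TPM and Slc25a1 104 ± 17.2 TPM (SD, n = 3 each).

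**Figure D3:**
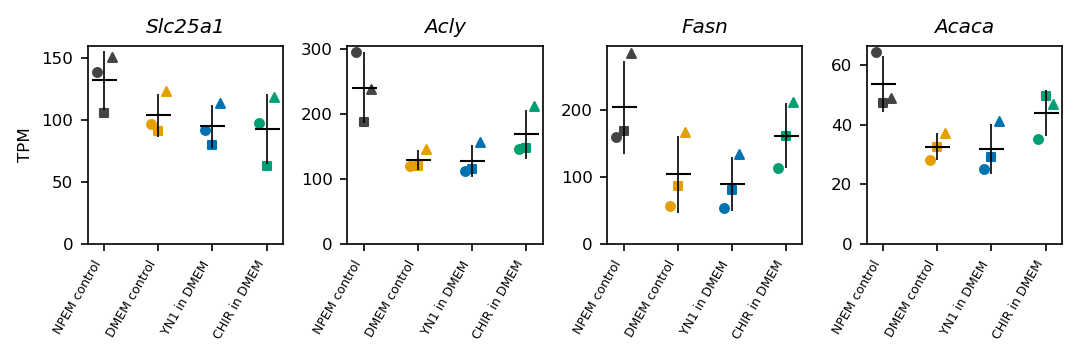
TPM (y axis, from 0) of Slc25a1, Acly, Fasn and Acaca in the 4 groups of 3 libraries (x axis), with marker shape for the replicate number and the mean with SD as a line and bar. For Acly the 3 YN1 and the 3 DMEM control libraries lie below the 3 NPEM control libraries.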

Treatment either with YN1 or CHIR reduces the expression of *Slc25a1* and *Acly* at transcript levels but was statistically significant only for *Acly* expression after YN1 treatment when the TPM was evaluated (Fig. 5b). However, we found significant changes when the LogFC between Ctrl and YN1 was evaluated (*Acly* LogFC = −0.54, avg.exp= 6.8, *p*-value < 0.05, Supplementary Fig. 1). 

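Acly is the enzyme of the cytosol that links citrate to acetyl-CoA, and its TPM with YN1 was 53.2% of that in the NPEM control. The LogFC of Acly in the DMEM control against the NPEM control was -0.88 (SE 0.19, adjusted p = 0.107 over all genes and 0.0317 over the acetyl-CoA supply list alone). With CHIR it was -0.51 (SE 0.22, adjusted p = 0.443). YN1 directly against CHIR gave -0.39 (SE 0.21, adjusted p = 0.411). The block of replicate numbers gave, over all genes, an adjusted p of 0.0425 for Acly in the DMEM control.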

The reduction of Slc25a1 and Acly was also confirmed at protein levels and found to be statistically significant for both, after YN1 treatment (Fig. 5b).

Both YN1 and CHIR promoted the downregulation of enzymes in the fatty acid synthesis pathway. 

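Of 9 genes of fatty acid synthesis, 4 fell and 1 rose with YN1 against the NPEM control when adjusted over the list alone, and 1 fell with CHIR. By limma 0 and 0 passed over all genes, with 5 and 2 at an unadjusted p under 0.05. The elongase Elovl6 was the gene that fell with both (LogFC = -1.02, SE 0.21 with YN1, and LogFC = -1.17, SE 0.19 with CHIR). Acsl3, which activates fatty acids, fell with YN1 (LogFC = -0.95, SE 0.18), and another elongase, Elovl5, rose (LogFC = 0.98, SE 0.21). With CHIR these were at -0.24 (SE 0.28) and -0.01 (SE 0.20). The study named 2 of the list's genes. For YN1 the number over the list alone was 1 higher and 2 lower without YN1 replicate 1, YN1 replicate 2 or NPEM replicate 3. In the comparison with the DMEM control, limma called 0 of 9 over the list alone and 0 at an unadjusted p under 0.05. Over all genes, limma with a replicate block called 1 higher and 1 lower in the fatty acid synthesis list with YN1. A replicate block brought the adjusted p over all genes to 0.0480 for Elovl5 with YN1. Over all genes and without single libraries, the adjusted p was 0.0429 without CHIR replicate 2 for Elovl6 with CHIR.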

Fatty acid synthase (*Fasn*) and acetyl-CoA carboxylase alpha (*Acaca*) were downregulated, at the RNA and protein level after YN1 treatment (Fig. 5c). 

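Fasn (chromosome 11, 120667254 to 120685492 in mm9), which builds palmitate, had 89.3 ± 40.5 TPM with YN1 and 203 ± 69.6 TPM in the NPEM control (SD, n = 3 each), a LogFC of -1.22 (SE 0.36). Acaca (chromosome 11, 83943174 to 84215153 in mm9), which makes malonyl-CoA from acetyl-CoA, had 31.9 ± 8.43 and 53.6 ± 9.48 TPM (SD, n = 3 each), a LogFC of -0.75 (SE 0.23). Both fell when adjusted over the fatty acid synthesis list alone (adjusted p = 0.0243 for Fasn and 0.0243 for Acaca), and neither passed over all genes in limma (adjusted p = 0.206 and 0.213). The two-sided exact permutation test on TPM gave p = 0.1 for each, the smallest that 3 libraries against 3 allow. Under the replicate block Fasn passed over all genes (adjusted p = 0.0491). The DMEM control had 104 ± 57.2 TPM of Fasn and 32.5 ± 4.54 TPM of Acaca (SD, n = 3 each), and the LogFC of YN1 against it was -0.17 (SE 0.47) and -0.05 (SE 0.22).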

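With CHIR, Fasn had 161 ± 49.0 TPM and Acaca 43.8 ± 7.70 TPM (SD, n = 3 each). The LogFC against the NPEM control was -0.33 for Fasn (SE 0.30, adjusted p = 0.753) and -0.29 for Acaca (SE 0.20, adjusted p = 0.650), and by limma neither passed over all genes or over the fatty acid synthesis list alone. The two-sided exact permutation test on TPM gave p = 0.5 for Fasn and 0.4 for Acaca, where 0.1 is the smallest that 3 libraries against 3 allow. CHIR against the DMEM control gave a LogFC of 0.73 (SE 0.41) for Fasn and 0.41 (SE 0.19) for Acaca. Past the test over all genes with a replicate block came Fasn for CHIR against the DMEM control (adjusted p = 0.0436).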

After CHIR treatment, although we observed a reduction in both Fasn and Acaca, statistical significance was only found with Acaca at protein levels (Fig. 5c).

### Sodium Acetate supplementation favors NPC pool maintenance

Since the cytosolic acetyl-CoA-producing machinery was downregulated by glycolysis inhibition, we hypothesized that restoring the intracellular pool of acetyl-CoA would favor NPC pool maintenance. Acetate is a 2-carbon molecule that shuttles between cells and can be easily converted to acetyl-CoA once inside^44^. E12.5 mouse kidneys cultured for 24 h in the presence of 10 mM sodium acetate showed a larger CM compared to controls (Fig. 6a). Sodium acetate effects on developing kidneys were concentration-dependent (Supplementary Fig. 5). We dissected E12.5 kidneys from embryos bearing a copy of the Six2^GFP-Cre^ transgene^45^ and treated them either with vehicle or 10 mM sodium acetate for 24 h, then the Six2 positive cells were counted by flow cytometry. Sodium acetate treatment increased the percentage of GFP-positive cells per kidney (Fig. 6b). This finding correlated with the higher Six2 protein signal after sodium acetate supplementation (Supplementary Fig. 5). The treatment did not affect the formation of Lhx1-positive nascent nephrons (Fig. 6c). Indicating that sodium acetate supplementation did not hinder cell differentiation.

**Fig. 6:**
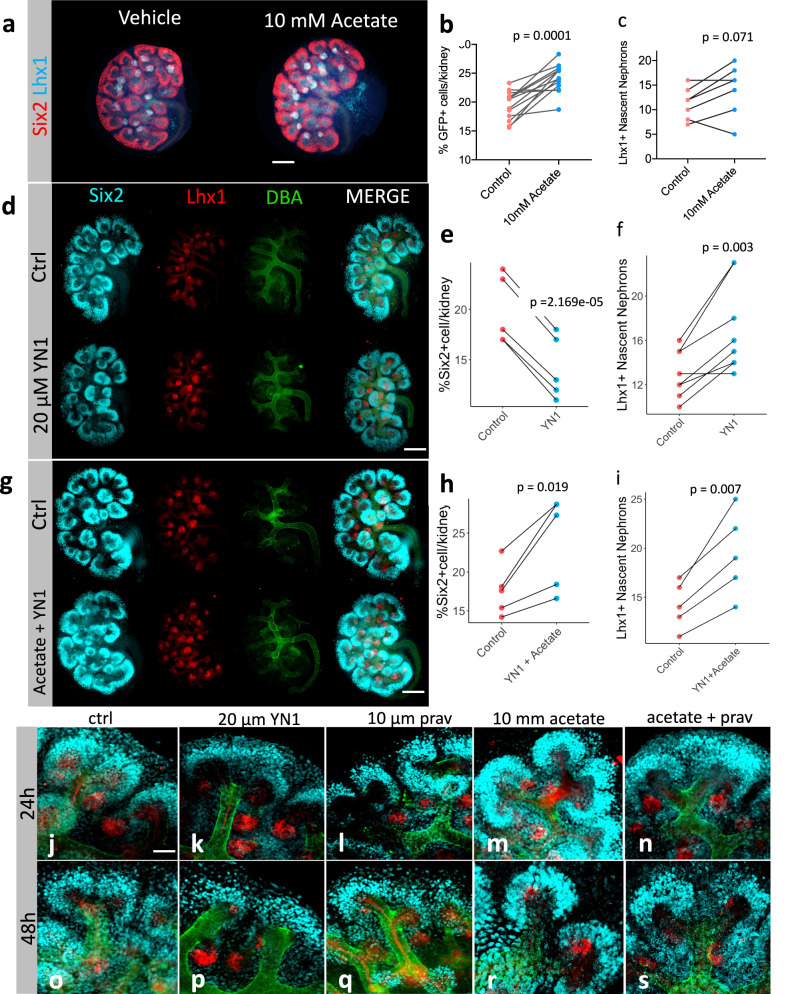
Sodium acetate boosts CM development and prevents drug-induced depletion Six2^+^ population. Immunostaining of E12.5 embryonic kidneys after 24 h treatment in the presence of vehicle or 10 mM sodium acetate (**a**). Quantification of GFP^+^- cells by FACS in both control and sodium acetated treated cells, *n* = 13 pairs of kidneys from independent embryos (**b**). Quantification of Lhx1+ nascent nephrons in immunostaining of E12.5 embryonic kidneys after 24 h treatment in the presence of vehicle or 10 mM sodium acetate, *n* = 6 pairs of kidneys from independent embryos (**c**). Immunostaining of E12.5 embryonic kidneys after 24 h treatment in the presence of 20 µM YN1 or vehicle (**d**). Quantification of Six2^+^ cells, *n* = 6 pairs of kidneys from independent embryos (**e**), or Lhx1-nascent nephrons, *n* = 8 pairs of kidneys from independent embryos (**f**). E12.5 embryonic kidneys after 24 h treatment in the presence of a combination of 20 µM YN1 + 10 mM sodium acetate or vehicle (**g**). Quantification of Six2^+^ cells, *n* = 5 pairs of kidneys from independent embryos (**h**), or Lhx1^+^-nascent nephrons, *n* = 5 pairs of kidneys from independent embryos (**i**). Prolonged culture of E12.5 kidneys in the presence of vehicle (**j**, 24 h, and o 48 h); YN1 (**k**, 24 h and p 48 h); Pravastatin (Prav) (**l**, 24 h, and q 48 h); Sodium acetate (**m**, 24 h, and r 48 h); sodium acetate + Pravastatin (**n**, 24 h and s 48 h). All groups with 48 h cultures comprised 5 pairs of kidneys from independent embryos/per group. Scale bar in **a**, **d**, and G = 250 µm. Scale bar in **j**–**s** = 10 µm. In all experiments, each pair of kidneys was separated and designated to receive vehicle or treatment randomly. After treatment, the pairs were compared with the two-sided T-test for paired samples, and p-values were shown. Source data are provided as a Source Data file.

Co-incubation of E12.5 kidneys with 20 µM YN1 and 10 mM sodium acetate abrogated the YN1-driven depletion of CM (compare Fig. 6d, e, and g, h) without impairing differentiation of Lhx1 positive structures (compare Fig. 6f and i). The impact of sodium acetate supplementation on YN1-treated kidneys was dosage-dependent (Supplementary Fig. 6). Incubation of E12.5 kidneys with the combination of 20 µM YN1 + 1 mM sodium acetate was sufficient to prevent YN1-driven depletion of cap-mesenchyme. When compared to normal kidneys, E12.5 kidneys treated with 20 µM YN1 in the presence of 10 mM sodium acetate showed larger CM and higher Six2 fluorescence intensity (Supplementary Fig. 6). These ex-vivo experiments indicated that the effects of YN1 on nephrogenesis were largely dependent on the acetyl-CoA levels. In general, sodium acetate treatment does not appear to favor a particular fate rather it potentiates kidney development favoring NPC pool maintenance and the formation of nascent nephrons.

Next, we investigated whether prolonged exposure to metabolic perturbation impacted kidney development. Five pairs of E12.5 kidneys per condition were cultured for 24 or 48 h in the presence of a vehicle, or drug. Compared to the control (Fig. 6j 24 h and Fig. 6o 48 h), treatment with YN1 (Fig. 6k 24 h and Fig. 6p 48 h) and Pravastatin (Fig. 6l 24 h and Fig. 6q 48 h) resulted in a decrease in cap-mesenchyme, with YN1 having a more significant effect than Pravastatin. Sodium acetate treatment, on the other hand, led to an enlargement of the CM (Fig. 6m 24 h and Fig. 6r 48 h). Pravastatin did not prevent sodium acetate effects on CM or the formation of nascent nephrons (Fig. 6n 24 h and Fig. 6s 48 h). The effects of the drugs were more pronounced at 48 h, and interestingly, even after 72 h of incubation, acetate supplementation was able to promote kidney development (Supplementary Fig. 7a–d). Furthermore, we measured the intracellular formation of acetyl-CoA after 24 h acetate supplementation and it was increased indicating that sodium acetate supplementation was sufficient to increase intracellular acetyl-CoA formation (Supplementary Fig. 7e).

### Removal of *Acly* in Six2-expressing cells depleted NPC pool

The Acly reaction is the major source of acetyl-CoA in the cytosol and nuclear environments^42,46^. Thus, we hypothesize that the removal of *Acly* in NPC would impact nephrogenesis in-vivo. We took advantage of a transgene expressing Cre-recombinase under the control of the Six2 promoter to remove *Acly* from the Six2 expressing NPC population (*Six2Cre::Acly*^*-/-*^) in the developing kidney (Fig. 7a). P0 mutant kidneys had several morphological abnormalities such as poorly developed nephrogenic zone (Fig. 7b, d, dashed lines), dilation of UB ampullae (Fig. 7d, black arrows, 20X, and 40X), and increased stromal mass surrounding scarce nephrogenic niches (Fig. 7e, red asterisk, 20X, and 40X). Often, we observed depleted CM around these dilated UBs (Fig. 7d, 20X, and 40X). Heterozygous animals appeared to have a slightly reduced nephrogenic zone with variations observed between embryos (Fig. 7c). We observed the mutant phenotype varied, and more impacted embryos had regions with fewer or no nascent nephrons (Fig. 7d, top mutant kidney). However, in other mutants, we observed the presence of some nascent nephrons though nephrogenesis was defective (Fig. 7d, bottom right kidney). H&E staining from whole kidney sections confirmed the variability of the phenotype (Supplementary Fig. 8). Nonetheless, mutant embryos presented significantly narrower nephrogenic zones and fewer nascent nephrons. The efficiency and specificity of the Six2GFP-Cre-mediated conditional deletion of *Acly* was confirmed by immunofluorescence (Supplementary Fig. 9).

**Fig. 7:**
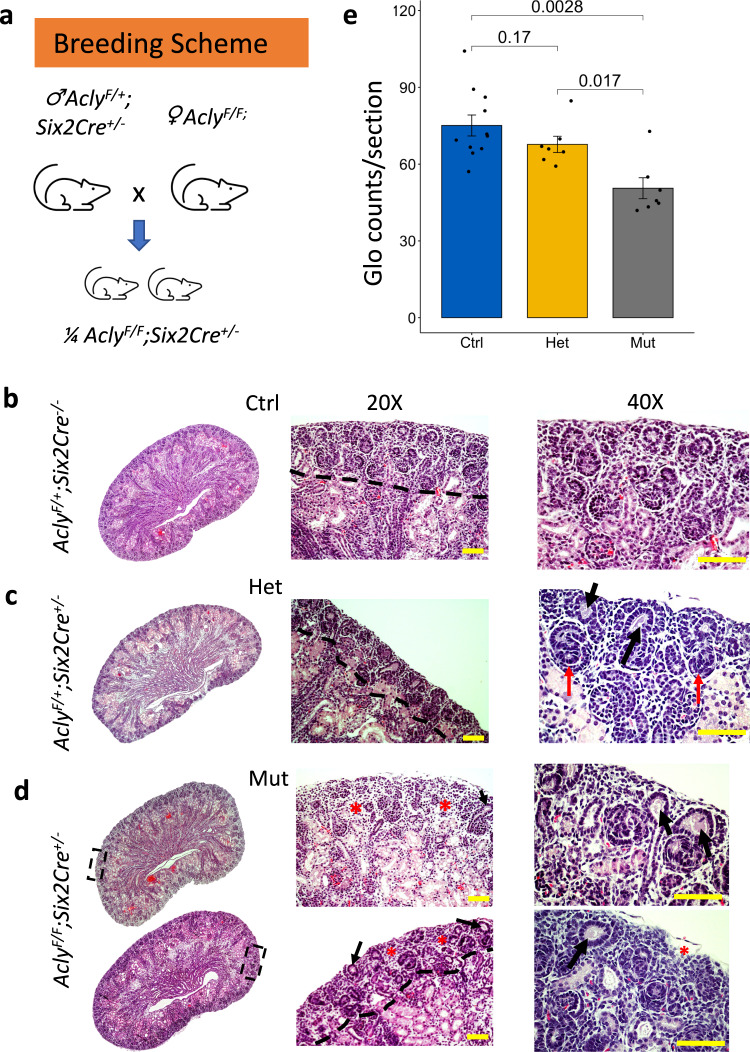
Morphological characterization of mutant kidneys lacking *Acly* expression in the CM at P0. Breeding strategy to generate embryonic kidneys lacking *Acly* expression in the CM cells (**a**). H&E-stained control kidney (**b**), heterozygous kidneys (**c**), and mutant kidneys (**d**). The nephrogenic zone is marked with a dashed line at 20X. Detailed structures can be observed at 40X magnification. The nephrogenic zone is narrower in heterozygous and mutant kidneys. Detailed structures observed at 40X magnification revealed dilations at UB ampullae (black arrow) and the presence of some nascent nephrons (red arrows), CM around dilated UB ampullae appears depleted and almost absent in some areas of mutant embryos. Also, notice expansion of interstitial tissue (red asterisk) (**d**). Glomeruli counts at P0 in control (blue, *n* = 11 independent kidneys), heterozygous kidneys (gold, *n* = 7 independent kidneys), and mutant embryos (grey, *n* = 7 independent kidneys) (**e**), scale bar 100 µm. A Kruskal-Wallis test for multiple comparisons was used to compare groups and *p*-values are shown. Source data are provided as a Source Data file.

At P0, control (*n* = 12 embryos), heterozygous (*n* = 7 embryos), and mutant kidneys (*n* = 7 embryos) from 3 separate litters were sectioned and the number of glomeruli per section was counted at the mid-coronal level. We found a reduction of roughly 30% glomeruli counts in the mutant embryos compared to controls (75 ± 13 and 49 ± 10 glomeruli/section, control, and mutant, respectively) (Fig. 7e). No significant differences were observed between control and heterozygous embryos. Though a reduction in the number of glomeruli was noticeable (67 ± 8) (Fig. 7e). Heterozygous kidneys have a significantly higher number of glomeruli than mutants (Hets=67 ± 8 vs Mut = 49 ± 10 glomeruli/section, Kruskal-Wallis test, *p* < 0.05).

The CM of P0 WT embryos showed Six2^+^ cells forming a crescent shape around the UB and Wnt4 and Lhx1 expression was detected in the PTA and RV structures (Fig. 8a, d, S10a–e, S10p–t). The Six2^+^ cell population was affected in heterozygotes but to a lesser extent. Heterozygotes showed a dilation of the UB ampullae and expansion of Wnt4, but not Lhx1, towards the CM (Fig. 8b, e). *Six2Cre::Acly*^*-/-*^ mutant embryos showed an abnormal dilation of UB ampullae and a reduction of Six2^+^ cells. The mutant kidneys also had an expanded Wnt4 expression and stronger Lhx1 staining (Fig. 8c, f, and Supplementary Fig. 10f-o, u-y). These results suggested that *Acly* depletion in Six2^+^ cells led to ectopic activation of the *Wnt4 locus*, and it may have pushed naïve NPC into differentiation rather than self-renewal. The effects of the removal of *Acly* in Six2^+^ cells were detected at early time points. For instance, dilations of the UB ampullae were evident at E16.5, and present but less prominent at E14.5 in both heterozygotes and mutant kidneys (Fig. 8g–l, yellow arrows). The CM was depleted at E14.5 and E16.5 in mutant kidneys and in some heterozygous kidneys (Fig. 8g–l, white arrows).

**Fig. 8:**
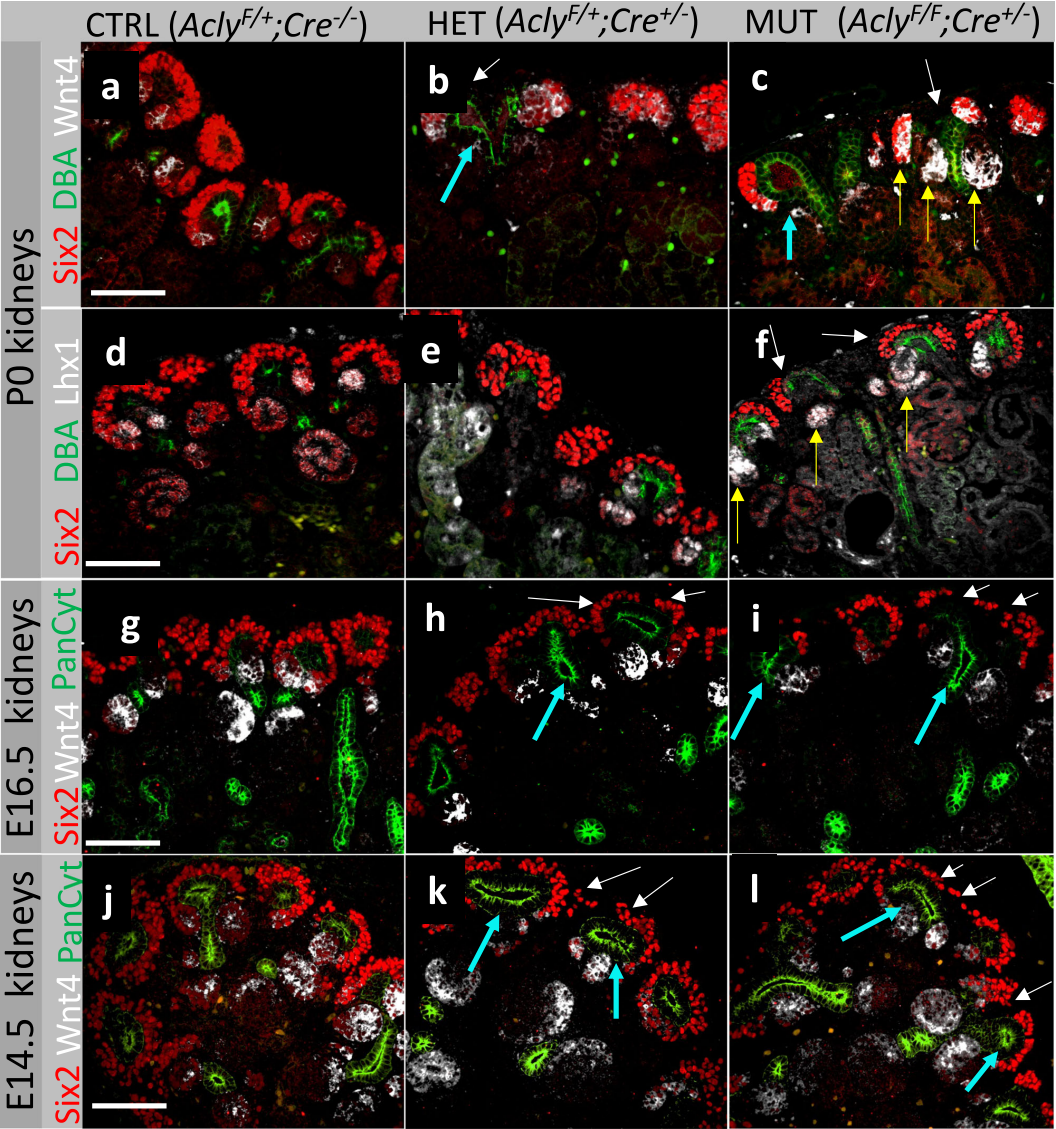
Molecular characterization of developmental defects resulting from ablation of Acly in Six2^+^ cells. Visualization of nephrogenic niches of control kidneys (**a**, **d**), heterozygous (**b**, **e**), and mutant kidneys (**c**, **f**) at P0. E16.5 kidneys are displayed as control kidneys (**g**), heterozygous (**h**), and mutant kidneys (**i**). E14.5 kidneys are shown as control kidneys (**j**), heterozygous (**k**), and mutant kidneys (**l**) Cyan arrows point to dilated UB ampullae; white arrows show areas with depleted cap-mesenchyme; yellow arrows show expansion of Wnt4 towards the cap-mesenchyme. Five embryonic kidneys per genotype per stage were used in this experiment. Embryos from at least two distinct litters per stage and genotype were sectioned and stained. Scale bar 100 µm.

Finally, to assess the extent of CM depletion after *Acly* ablation in NPC, we counted the Six2^+^ cells, per niche, in P0 control (*Acly*^*F/+*^*;Cre*^*-/-*^), heterozygotes (*Acly*^*F/+*^*;Cre*^*+/-*^), and mutant embryos (*Acly*^*F/F*^*;Cre*^*+/-*^) (Fig. 9A–C). Compared to wild-type kidneys (WT, mean = 45 Six2^+^cells/niche), Acly mutants presented significantly lower numbers of Six2^+^ cells (Acly KO, mean = 32 cells Six2^+^cells/niche, *p* > 0.001). However, WT counts were not significantly different from heterozygotes kidneys (HET, mean = 44 cells Six2^+^cells/niche). As expected, heterozygous kidneys presented significantly higher numbers of Six2^+^ cells compared to *Acly* mutants (*p* > 0.001) (Fig. 9d). To confirm these results, we quantified the fluorescence intensity of Six2^+^ cells in a large portion of the P0 kidney (roughly ~20 niches). The control kidneys had nearly twice as much fluorescence as mutants within the same region size (Control, mean intensity = 54.298 and MUT-Acly KO, Mean intensity = 28.398) (Fig. 9f). In addition, we found that the minimal and the mean fluorescence intensity was reduced by a factor of two in mutants, confirming the significant reduction in Six2 protein levels after *Acly* removal (Fig. 9f).

**Fig. 9:**
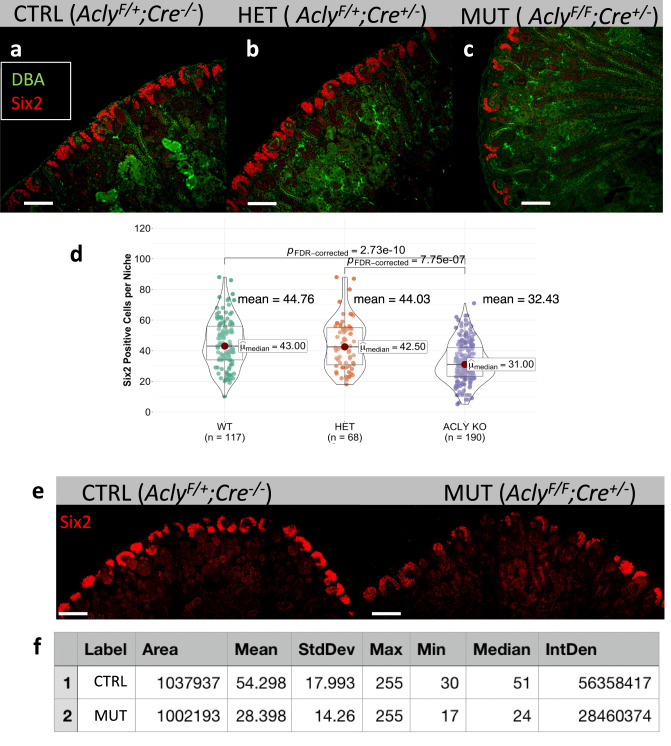
Deletion of *Acly* in Six2+ cells resulted in depletion of CM and reduction in Six2 protein abundance at P0. P0 control (*Acly*^*F/*^*;Cre*^*-/-*^), heterozygous (*Acly*^*F/+*^*;Cre*^*+/-*^), and mutant kidney (*Acly*^*F/F*^*;Cre*^*+/-*^), stained with DBA (green), Six2 (Red) merged **a**–**c** Quantification of Six2 positive cells per niche was performed by counting all Six2+ cells in each niche. Notice a statistically significant reduction of Six2^+^cells detected in mutant kidneys compared to control and heterozygous kidneys, number of niches counted is depicted, center lines with maroon dot denote medians, mean values are placed in the figure, box limits indicate the 25th and 75th percentiles, and whiskers extend to the minimal and maximal values (**d**). Selection of Six2 immunofluorescence signal of control and mutant kidneys within a similar area and the number of niches, roughly 20 (**e**). Quantification of fluorescence intensity shown in E, area, mean intensity, min, max values, and median are shown (**f**). Kruskal-Wallis test was performed across groups, global *p*-value = 5.70e^−12^, *n* = 375 observations. The pairwise comparison was performed with the Dunn test, significant *p*-value < 0.05. FDR-corrected values are presented in the figure. Scale bar 200 µm. Source data are provided as a Source Data file.

These results phenocopied YN1 treatment by decreasing Six2 protein levels (Figs. 4 and 6). Conversely, sodium acetate treatment increased Six2 protein levels in ex-vivo cultures (Fig. 6). Therefore, we hypothesized that sodium acetate supplementation could rescue the *Acly* mutant phenotype. To test this hypothesis we incubated E12.5 (CRL, MUT) kidneys for 24 h with 10 mM sodium acetate or vehicle, and verified that sodium acetate was capable of increasing cap-mesenchyme size in E12.5 Six2Cre::Acly^-/-^ mutant kidneys (Supplementary Fig. 11). Taken together, these experiments indicated Six2 levels positively correlate with acetyl-CoA availability in NPC.

## Discussion

A major finding of our study is that glycolysis-derived acetyl-CoA is a key metabolite for NPC pool maintenance and nephron mass determination at birth. This conclusion is supported by the following observations: 1) The NPC pool maintenance is directly proportional to the rate of glycolysis which is a major determinant of acetyl-CoA formation; 2) Acetyl-CoA is the main substrate for the Mevalonate pathway and members of the Mevalonate/cholesterol pathway are downregulated during NPC differentiation by both WNT stimulation or glycolysis inhibition; 3) treatment with a Mevalonate/cholesterol pathway inhibitor (Pravastatin), increases differentiation rates similar to glycolysis inhibition; 4) Sodium acetate supplementation increases NPC pool; and 5) Six2Cre-mediated removal of *Acly* leads to NPC pool depletion in vivo. Our findings shed light on the impact of glucose metabolism in kidney development and corroborate our group’s previous observation that glycolysis inhibition triggers NPC differentiation^13^. In support of these arguments, a recent publication reported that pyruvate, the end-product of glycolysis, plays a role in proper nephrogenesis^12,13^ and ureteric bud branching morphogenesis^30^. This mechanism appeared to be conserved in intestinal stem cells in which stimulation vs inhibition of glycolysis had opposite effects on proliferation and differentiation^47^.

Another key finding of this study is that Mevalonate/cholesterol biosynthesis is required for proper nephrogenesis. This conclusion stems from observations that Pravastatin treatment increases NPC differentiation. Moreover, both glycolysis inhibition and WNT stimulation are accompanied by downregulation of the Mevalonate/cholesterol synthesis machinery during NPC differentiation (Figs. 2–4). Although the underlying mechanisms were not directly investigated, acetyl-CoA is the main substrate of the Mevalonate/Cholesterol pathway. The mevalonate pathway branches into cholesterol and isoprenoid synthesis and is essential for all animal life. Cholesterol is required to maintain membrane integrity, fluidity, and metabolic activity of cells^48,49^. The isoprenoid pathway is required for several proteins to anchor to the plasma membrane to carry out their functions, such as Ras/Rho small GTPases^50,51^. The Ras/Rho small GTPases pathway was downregulated after YN1 treatment (Figs. 2 and 3). Thus, perturbations in glucose metabolism had pleiotropic effects on kidney development culminating in reduced proliferation and increased differentiation leading to NPC pool depletion (Supplementary Fig. 1). Interestingly, proper regulation of metabolites from the Mevalonate pathway has been shown to be pivotal for heart development in mice^52^, zebrafish^53^^,^ and Drosophila^54^. These findings suggest the mevalonate pathway, may play a conserved role in organ development across different *phyla* and organ systems. Because the synthesis of mevalonate is dependent on acetyl-CoA, it is possible that acetyl-CoA may also play a conserved role in organ development in different tissues and organisms.

Interestingly, Pravastatin treatment increased NPC differentiation even in the presence of excess sodium acetate. Thus, the Mevalonate pathway flux is important for NPC maintenance. However, these experiments also suggested that the effects of acetate/acetyl-CoA on NPC self-renewal appeared to be partially independent of the mevalonate pathway. It is possible that sodium acetate increases the NPC pool by targeting the proliferating NPC subpopulation, and once the cell is primed to differentiate and the genes in the mevalonate pathway are downregulated, the supplementation of sodium acetate cannot prevent differentiation. In the future, single-cell RNA sequencing experiments will help to sort and analyze the effects of acetate supplementation on specific subpopulations of NPC.

Recently, acetyl-CoA, compartmentalized and generated from pyruvate-derived acetate in the nuclei of endothelial cells, was shown to control endothelial-to-mesenchymal transition in the endothelium during the development of chronic vascular disease^55^. Altogether, these results inarguably reveal the importance of compartmentalized acetyl-CoA metabolism for cell biology during development and disease-related processes.

The WNT signaling pathway is absolutely required for proper nephrogenesis as ablation of *Wnt4* leads to kidney agenesis^56^ and a low level of WNT signal is necessary for maintaining the progenitor pool^41^. However, excessive WNT stimulation causes early cessation of nephrogenesis and NPC pool depletion^40,41^. Interestingly, WNT signaling depends on lipid raft integrity to function, and Wnt molecules require specific lipidation to be functional^20,50,57,58^. Acetyl-CoA is necessary for both cholesterol synthesis which in turn is involved in the formation of lipid rafts^59^, that facilitate WNT signal transduction^58,60^ and fatty acid synthesis which is necessary for lipidation of WNT molecules^61^. Thus, it is possible that glycolysis inhibition may have favored differentiation by disrupting the low levels of WNT signaling required for NPC “stemness” maintenance^41^. In support of this view, treatment with statins has been shown to reduce WNT signaling in colon cancer cells^50^.

Furthermore, acetyl-CoA formation is directly proportional to the cellular glycolytic flux, as glucose is a precursor of acetyl-CoA^29^. Glycolytic flux is controlled at several steps inside cells. We and others have shown that the inhibition of PI3K pathway decreases glycolytic flux and potentiates differentiation in nephron progenitor cells^13,62–65^. Treatment with YN1 decreased the expression of several genes, including Pi3kca, Akt1 glycolytic enzymes such as the pyruvate kinase isoform M2 (PKM2) (Supplementary Fig.1) which is encoded by the *Pkm* gene, and is expressed exclusively in embryonic stages, proliferating cells, and cancer cells^66^. PKM2 has been shown to transactivate beta-catenin in response to PI3K/ERK activation^67,68^ and a recent study has found that MAPK/ERK pathway (target of PI3K) regulates fate decisions in embryonic kidney mesenchyme cell line^30^. Thus, alterations in glucose metabolism can disturb the complex network of metabolites and signaling molecules that govern kidney development.

Perhaps the most important finding of our study is that sodium acetate supplementation can nourish kidney development and rescue glycolysis inhibition by YN1. Acetate can be easily converted to acetyl-CoA inside cells (and vice-versa). Acetate can be generated through various processes such as reactions of deacetylation, Acetyl-CoA transferases, or alcohol consumption, and as a by-product of dietary fiber fermentation by the gut microbiome^55,69–71^. It is likely that the latter process accounts for the vast amount of circulating acetate. Investigating the extent to which these alternative sources of acetate impact kidney development may pave the way for new preventive actions toward offset low nephron endowment at birth, a major cause of hypertension and chronic kidney disease later in life^4,72^. In NPC, acetate metabolism could be facilitated by Acetyl-CoA synthetase enzymes (ACSS1, ACSS2 and ACSS3). Indeed, we detected low-level expression of Acss2 mRNA present at E13.5 (Supplementary Fig.1 and Supplementary Data 1 and 2) but we failed to detect Acss2 with specific antibodies in NPCs at later stages. Also, acetyl-CoA production could be generated by the occurrence of TCA enzymes, such as the pyruvate dehydrogenase complex (PDH) in the nucleus, as shown previously^73,74^. Whichever the case, the current evidence supports the hypothesis that high levels of acetyl-CoA in the nucleus and cytosol favor growth or cellular-responsive states which is consistent with pleiotropic effects of acetyl-CoA^26,42,73,75–77^.

Acetate/acetyl-CoA could favor NPC maintenance via epigenetic regulation as shown for embryonic stem cells in which glycolysis-generated acetyl-CoA drives histone acetylation during pluripotency, while reduction of glycolysis results in decreased acetyl-CoA availability, deacetylation, and differentiation^26^. In line with these thoughts, a recent report showed that a high-fiber diet or sodium acetate supplementation can inhibit histone deacetylase activity in-vivo and ameliorate the effects of acute kidney injury^78^ indicating, that acetate may play an epigenetic role in kidney cells that goes beyond development. In the future, it will be interesting to investigate whether and how acetate/acetyl-CoA impacts histone acetylation and chromatin accessibility in NPC and whether acetate supplementation can increase NPC poll in vivo.

Finally, previous studies have shown that congenital anomalies of the kidney and urinary tract (CAKUT) account roughly for 20 to 30 percent of all anomalies identified in the prenatal period. CAKUT plays a causative role in 30 to 50 percent of cases of chronic kidney disease requiring kidney replacement therapy in children^79,80^. To date, only 5–20% of all CAKUT cases can be explained by monogenic abnormalities^81,82^. Therefore, many CAKUT cases remain unexplained. Current evidence suggests that epigenetic alterations may account for kidney development abnormalities in CAKUT^83^. Cellular metabolism is emerging as a missing link between normal and abnormal development^16,17,23,27,83^. To date, only a handful of studies have investigated how cell metabolism interferes with kidney development. For instance, a recent study showed that either methionine supplementation or activation of the mTOR pathway rescues the reduction in nephron endowment in the offspring of mice fed a hypocaloric diet^14^. Iron supplementation during gestation was shown to increase nephron number in dams fed an iron-poor diet^84–86^. Here, we present the consequences of abnormal glucose metabolism during kidney development. Our study has a larger spectrum of applications, such as formulation of prenatal diets and supplements, diet formula composition for preterm babies (often born with low nephron endowment), in-vitro growth of kidney organoids, kidney-specific cell-type growth and differentiation, and regenerative developmental nephrology. Altogether, our data identify Acetate as a key metabolite for normal kidney development. Reductions in acetyl-CoA metabolism hinder normal kidney development, whereas supplementation stimulates it.

## Methods

### IACUC statement

Animal protocols utilized in this study were approved by and in strict adherence to guidelines established by the Tulane University Institutional Animal Care and Use Committee.

### Animals

CD1 outbred mice were acquired from Charles River Laboratories and bred in-house at our SPF facility. The mice were kept in a standard microisolator cage. We use a 12-hour lights on/12-hour lights off cycle. The temperature was kept between 70–72 °F ( ~ 21 °C) with 40–60% humidity. All females utilized for this study were between 5 and 8 weeks old, and only litters of a first pregnancy were collected. Transgenic or wild-type male mice utilized here ranged from 6 weeks old to 6 months old. For our studies, sex was not considered a biological variable. There is no evidence in the literature to support that sex is an important biological variable in E12.5 E13.5 and P0 mouse offspring regarding the impact of metabolism on kidney development, and thus information regarding sex as a biological variable has not been collected. *Acly* floxed animals were acquired from the Jackson Laboratory, stock #030772. We followed the genotyping strategy indicated with this stock line. Primer For - CCC TCA GAA GGT CAG AGA ACA; Primer Rev- CAG CAG GAG AGC TAG GAC CA. PCR product size => WT = 158 bp. Floxed 334 bp (loxP sites flank exon 9). The strategy to originate this line has been previously published^87^. Six2^GFP-Cre^ transgene mice were acquired from the Jackson Laboratory, stock #009606. Cre PCR genotyping was carried out as previously described^88^. Primer For- TCC-AAT-TTA-CTG-ACC-GTA-CAC-CAA; Primer Rev – CCT-GAT-CCT-GGC-AAT-TTC-GGC-TA. PCR product size = 540 bp (primers bind to core CRE sequence). The transgene function and expression pattern have been described elsewhere^45^. The breeding strategy utilized to generate embryonic kidneys with *Acly* gene deletion in Six2-expressing cells is described in the results section.

### NPC isolation, expansion, and pharmacological treatments

Five female CD1 mice were time-paired with Six2GFP^+^ or GFP^-^ males for E13.5 embryonic kidney harvest (on average 10 embryos per female were collected). E13.5 NPC were isolated by Magnetic Assisted Cell Sorting (MACS) and expanded in Nephron Progenitor Expansion Medium (NPEM), as previously described^64^. After 2–3 passages, NPCs were cultured in differentiation media either with CHIR99021 (Sigma or YN1 (Sigma, cat# SML0947) or UK5099 (Sigma, Cat# PZ0160). The differentiation media was made with DMEM + 1% KO serum replacement (ThermoFisher, cat# 10828028), 200 ng/mL Fgf2 (R7D systems, cat# 3718-GMP), 3.5 µM CHIR99021 (Tocris, cat #4423) or in differentiation media replacing CHIR with 20 µM YN1 (Sigma SML0947) or UK5099 (Sigma PZ0160). After 24 h treatment NPC were harvested for quantitative proteome profiling by TMT LC-MS or transcriptome profiling by bulk RNASeq or Seahorse respirometry (described below). Each plate contained on average 1 × 10^6^ cells. Gene ontology and gene enrichment pathway analysis were performed according to the GSEA workflow (www.gsea-msigdb.org/gsea/index.jsp) with data obtained from 3 biological replicates.

### Extracellular flux measurements (Seahorse respirometry)

E13.5 kidneys were dissected, and the NPC fraction was isolated and cultured as described above. For extracellular flux measurements, cells were seeded 24 h before the assay, at 100,000 cells per well, on Matrigel-coated Seahorse microplates for flux measurements on the XFe24 Extracellular Flux Analyzer (Agilent Seahorse Technologies). Cells were exposed to overnight pharmacological treatment as indicated in the legend of the figures. The media was changed before the assay with the indicated manufacturer’s media. Optimal cell density was determined empirically, based on attaining flux measurements in the linear range and previously published by our group^13^. The glycolysis (Seahorse XF Glycolytic Rate Assay Kit cat# 103344), mitochondrial stress (Seahorse XF Cell Mito Stress Test Kit cat# 103015), and ATP production assay tests (Seahorse XF Real-Time ATP Rate Assay Kit (cat# 103592) all from Agilent, were performed to measure glycolysis and OxPhos and ATP production respectively, according to manufacturer recommendations. All measurements were recorded from three to five biological replicates with three technical replicates per experiment. All data were normalized to cell numbers.

### Tandem mass tag mass spectrometry

The steps of protein extraction and quantitative proteome profiling by TMT LC-MS were performed at the Proteomics Core Facility-LSU School of Medicine. Protein extracts were isolated from NPC treated with vehicle or CHIR or YN1. These experiments have been performed with 3 biological replicates. Next, the protein extracts were reduced, alkylated, and digested overnight. Samples were labeled with the TMT Reagents and then mixed before sample fractionation and clean up. Labeled samples were analyzed by high-resolution LC-MS/MS on a Thermofisher Fusion Orbitrap. Data collection was repeated for a total of 3 technical replicates. Data analysis to identify peptides and quantify reporter ion relative abundance was completed using Proteome Discoverer version 2.2.0.388 (Thermofisher Scientific).

The MS/MS raw files were processed by the SEQUEST algorithm in which a search was performed against protein FASTA Database Mus musculus (SwissProt TaxID=10090) Version: 2017-10-25 concatenated with a reverse protein sequence decoy database. Static modifications included TMT reagents on lysine and N-termini (+229.163 Da) and carbamidomethyl on cysteines (+57.021 Da). Dynamic Modifications included Oxidation of Methionines (+15.995 Da), Phosphorylations of Serine, Threonine, and Tyrosine (+79.966 Da), and N-Terminal Acetylation (+42.011 Da). Precursor mass tolerance was 10 ppm fragment mass tolerance was 0.6 Da, and the maximum number of missed cleavages was set to 2. Only high-scoring peptides were considered utilizing a false discovery rate of <1%, and only one unique high-scoring peptide was required for the inclusion of a given identified protein in our results.

The target-decoy strategy was used to evaluate the false discovery rate (FDR) of peptide and protein identification. To remove false positive matches and low-quality peptide spectrum matches (PSM) a filter by minimal peptide length (7 amino acid), m/z accuracy (e.g., 5 ppm), and matching scores (J score and deltaCn) was applied. Further filtered by matching scores to reduce protein FDR to below 1%. The proteins were quantified by summing reporter ion counts across all matched PSMs. The average of all reporter ions was used to calculate a relative signal between each reporter ion and the average. The relative signals of PSMs were summed for identified proteins. Finally, these relative signals were converted to absolute signals by multiplying the averaged reporter ion intensity of the top 3 PSMs in corresponding proteins. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD045445 and 10.6019/PXD045445. The protein quantification values were exported in Excel for further analysis described below.

### Bulk RNA sequencing

The Bulk RNA sequencing experiments were performed at Tulane Center for Translational Research in Infection & Inflammation: NextGen Sequencing Core. Total RNA was isolated using Qiagen RNeasy Mini-kit (cat# 74104) with on-column DNase digestion. Samples were sent to Genewiz and passed quality control. RNA sequencing was non-strand specific and sequenced on Illumina-HiSeq 2×150 bp per lane. The RNA library was prepared with poly-A tail selection. Before starting alignment and differential expression FASTQ files are checked for quality control using FASTQC. Alignment of the reads was done using STAR^89^ to the mm9 and mm10 genomes. This produced wiggle files for visualizing tracts. RSEM package was used to quantify read counts and normalized counts to create a relative molar concentration for the reads from the FASTQ files^90^. The transcript abundance estimation (estimated counts and TPMs-transcripts per million) was obtained by aligning reads to the reference transcriptome using Kallisto. For each sample, read counts were collapsed from transcripts to genes and then a count matrix was prepared. These experiments have been performed with three biological replicates.

### Organ culture

E12.5 kidneys were harvested from CD1 mice and cultured in complete media as described previously with slight modifications^13^. Briefly, culture media contain DMEM/F12 (ThermoFisher, cat# 12634028), 3% FBS (GIBCO, cat# A3840002), and 1x penicillin/streptomycin at 37 °C, 5% CO_2_ and pH 7.4. Contralateral kidneys were treated with either vehicle or 10 µM Pravastatin (Tocris, cat#2318) or 20 µM YN1 without or with 10 mM Sodium acetate (Sigma-Aldrich, cat# 71196) or 10 µM UK5099 for 24–48 h in 0.4 µm transwell plates (Greiner, cat#657640). Stock solutions of Sodium acetate (100X in PBS pH 7.4), Pravastatin, YN1, UK5099 (1000X in DMSO), or vehicle were diluted directly in the culture media, then the solution was left in the tissue culture incubator (5% CO_2_), at 37 °C for 10 min and the pH was measured before each experiment. No pH variations were detected after adding any specified compound.

### Whole-mount immunofluorescence staining

Kidneys were fixed in 4% paraformaldehyde and processed for immunofluorescence staining in Tris-Saponin buffer, described before^13^. Antibodies against the following proteins were used:

1. Mouse IgG Anti-Lhx1 (Developmental Hybridoma, 4F2) (1:100 v/v) + TSA Detection (Donkey anti-Mouse IgG1 Secondary Antibody, HRP, Jackson Immuno Research™ (cat # 715-036-150) (1:100 v/v)
2. Rabbit IgG Anti-Acly (Proteintech, cat # 15421-1-AP) (1:200 v/v) + Donkey anti-Rabbit IgG Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (cat # A-21202) (1:400 v/v)
3. Rabbit IgG Anti-Six2 (Proteintech, cat# 11562) (1:200 v/v) + Donkey anti-Rabbit IgG Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555 (cat # A-31572) (1:400 v/v)
4. Goat IgG Anti-Wnt4 (R&D systems, cat # AF475) (1:100 v/v) + TSA Detection (Donkey anti-Goat IgG1 Secondary Antibody, HRP, Jackson Immuno Research™ (cat # 705-036-147) (1:100 v/v)
5. Mouse IgG Anti-Cytokeratin Pan (Sigma, cat# C2562) (1:200 v/v) + Donkey anti-Mouse IgG Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 (cat # A-311571) (1:200 v/v)
6. Chicken IgG Anti-GFP (Abcam, #cat ab300643) (1:200 v/v) + Donkey anti-Mouse IgG Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555 (cat # A-21437) (1:400 v/v)
7. Fluorescent-tagged Dolichos Biflorus Agglutinin (DBA) (Vector Labs, cat# FL1031) (1:100 v/v) was used for UB-specific lectin staining.
8. Hoechst-33342 (ThermoFisher, cat# 62249) was used for nuclear staining with 1:10.000 v/v dilution.

### Fluorescence-activated cell sorting

E12.5 Six2^GFP-Cre^ kidneys were cultured in the presence or absence of either vehicle, sodium acetate, pravastatin, YN1 or CHIR accordingly. Past 24 h in culture, the NPCs were isolated as described above and sorted using Fluorescence-Activated Cell Sorting (FACS). Standard FACS parameters were directly obtained along sides with sorting, such as cell size, GFP intensity, and percentage of cells positive for GFP per kidney, as described in the results section and in the legend of specific figures.

### Nascent nephron counts

For Lhx1+ nascent nephron counting in organ culture experiments, 19 paired kidneys from four litters were used for 24-hour treatment and control. Paired two-tailed paired t-test was used to calculate p-values, with p < 0.05 considered significant.

### Six2+ cells counting in Acly Cap-mesenchyme-specific deletion

P0 kidneys were paraffin-embedded and sectioned (5 µm). Sections were processed for immunofluorescence as previously described by our group^13^. Six2 positive cells were counted per niche at 40X magnification. The number of sections counted is specified in the results sections per group (control, heterozygous, and homozygous mutant kidneys). The R package ggstatplot^91^, was used for descriptive statistics and statistical tests for differences between groups. Fluorescence intensity was quantified in P0 sections of control and mutant kidneys using the image processing analysis in Java application from NIH, ImageJ^92^.

### Acetyl-CoA measurements

To determine whether sodium acetate treatment was sufficient to increase intracellular concentrations of Acetyl-CoA forty-six E13.5 kidneys were split into two groups (Control or Sodium acetated treated). These two groups were cultured for 24 h in presence of 10 mM sodium acetate or vehicle. Then, the kidneys were harvested and used to measure the acetyl-CoA level with the acetyl-coenzyme A assay kit (Sigma-Aldrich, MAK039) according to the manufacturer’s protocol.

### Statistics & reproducibility

No statistical method was used to predetermine the sample size for the RNA seq and Proteomics experiments. Details of sample preparation are presented for each experiment in the paper as a subsection of Methods. No data were excluded from the analyses. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment. Statistical analysis and plotting were performed in R programming language (v4.1.1) and the results were plotted with the following libraries:

1) ggplot2 (ggplot2.tidyverse.org/); 2) ggpubr (github.com/kassambara/ggpubr/); 3) ggstatsplot (https://indrajeetpatil.github.io/ggstatsplot/).

### RNA sequencing analysis

To perform RNA sequencing analysis, we utilized a count matrix containing expression values measured in transcript per million (TPM). This count matrix served as the input for Sleuth, an online differential gene expression analysis tool (http://pachterlab.github.io/sleuth)^93^. When comparing two groups, Sleuth employs the Wald test as its default hypothesis testing method. To control for multiple comparisons, two correction methods are applied: the Wald test q-value and the Likelihood Ratio Test (LRT) q-value. These correction values are included in the processed files. For further filtering, the differentially expressed genes were defined with the following threshold: log fold change > 0.6, *p*-value < 0.05.

### Proteomics analysis

We conducted proteomics analysis using the abundance table (described above), which included a pairwise comparison of each sample to the Control NPC in NPEM. To assess the differences between the two groups, we employed a two-sided t-test. The associated p-values, as well as absolute and relative abundance quantifications, are publicly available on Figshare (10.6084/m9.figshare.20459790.v1). Proteins were considered to exhibit distinct abundance levels between the control and treatment groups when the p-value was less than 0.05 and the abundance ratio (the ratio of any pairwise comparison = treatment/control) was greater than 1.1 for upregulated proteins and the abundance ratio lesser than 0.9 for downregulated proteins.

### Gene enrichment analysis

We conducted gene enrichment analysis using the online tool EnrichR with default settings (https://maayanlab.cloud/Enrichr/) and BioJupies^94^. For this analysis, we provided specific gene lists derived from our DEG analysis. Specifically, we focused on terms related to developmental processes and metabolism. The results of this enrichment analysis, using the gene set Gene Ontology have been included as Supplementary Data files. For Figs. 2 and 3, we took the DEGs between control *vs* YN1 or CHIR and confirmed the top terms with different gene sets (Gene Ontology Biological Processes, Panther, KEGG, Reactome, MSigDB_Hallmark and Wikipathways). Then we filtered for common terms in all gene sets, and further filtered for terms associated with metabolism and developmental processes. The final resulting tables used to build the bar graphs in Figs. 2 and 3 are provided as sourced data in the Source Data file. For Fig. 3e we applied further filtering criteria. We selected genes with a log fold change (LogFC) less than −0.6 and a p-value less than 0.05, designating these genes as downregulated genes. Subsequently, this refined list of downregulated genes was used as input for the EnrichR application, as described above. The outcome was a visualization of the top 15 Gene Ontology terms, presented as bar charts based on their -log10(p-value) scores.

The metabolic pathways were plotted with the assistance of the R library “pathview”^95^. The logFC of DEG list obtained from comparisons between Ctrl samples and YN1-treated NPC were used as input. We set p-value < 0.05 as the cutoff threshold. Source data is provided as source data files.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The bulk RNA sequencing series is available at NCBI GEO under the accession # GSE210937. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD045445 and 10.6019/PXD045445. Relevant processed proteomic files have been deposited with Figshare under the following private link https://figshare.com/s/95a3dea586c92e7150de. Source data are provided with this paper.

## Code availability

This paper has not used any proprietary code. All libraries used for data analysis are publicly available and are described in the “Statistics & Reproducibility**”** sub-section.

How the deposited data were processed for this re-analysis (not part of the article)

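RNA from nephron progenitor cells of E13.5 mouse kidneys was sequenced by the authors in 12 libraries, 3 for each of NPEM control, DMEM control, CHIR in DMEM and YN1 in DMEM. The authors selected poly-A RNA, aligned reads with STAR to mm9 and mm10, used RSEM and Kallisto, and deposited TPM per library, collapsed from transcripts to genes, without versions or an annotation release. Each deposited table also holds Sleuth results against the NPEM control, an effect close to a natural log of the ratio of means, and q-values of a Wald test and a likelihood ratio test. Another pair of tables deposited for YN1 and CHIR holds log2 fold changes, p-values and the statistics (scores) of a limma-type test, whose settings and libraries the authors do not state. Their LogFC had a correlation of 0.999 with the values computed here against the NPEM control for YN1 and 0.999 for CHIR. Replicate 1 is the library whose column carries no number. The paper's text does not describe the composition of the DMEM control.

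TPM values were read as deposited, with no further scaling, for 54184 genes. The sum of a library was 969477 to 973162 TPM, 22571 to 26139 genes were above 0 and the 10 highest genes held 4.97% to 8.45%. TPM hold no read counts, so the depth and its precision are unknown. The design allowed for counts, and as the files hold TPM the test for normalized values was used. Each of 6 comparisons took the 6 libraries of its groups, the genes with at least 1 TPM in at least 3 of them, and log2(TPM + 1). Differences were tested with lmFit and eBayes (trend = TRUE) of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes tested, and again over each gene list alone. Calls have an adjusted p under 0.05, and counts at the paper's thresholds have a LogFC beyond 0.6 and an unadjusted p under 0.05. Gene lists were tested as sets with camera, at its preset correlation of 0.01 and with the correlation estimated from the data, and with fry. Mean TPM of the genes of Fig. 3b and Fig. 5 were compared with a two-sided exact permutation test over the 10 splits of 6 libraries. Tables were read with data.table 1.17.8, and figures drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Coordinates are those of the mm9 assembly.

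The replicate numbers were checked for pairing. Over 14690 genes, the deviations from the group means of libraries with the same number had correlations of 0.344 to 0.685 in all 18 pairs, and those of different numbers -0.453 to -0.0754 in 36. The labels share the numbers and this check pairs them, so the replicate number was fitted as a block as an alternative to the fit without it. The other alternatives were quantile normalization, no filter on low values, a minimum mean of 5 TPM, a pseudocount of 0.1, all 4 groups in one fit, that fit with the block, limma without trend, each library left out in turn, and the DMEM control in place of the NPEM control. The named genes follow a rule: every gene the paper names for RNA data in Fig. 2, Fig. 3, Fig. 5 or its Results, members of the fixed lists as examples, and per comparison the 10 largest rises and the 10 largest falls among genes past the adjusted p whose libraries do not overlap, or by unadjusted p where fewer pass, leaving out predicted, small RNA and pseudogene names. The first entries of the paper's Supplementary Data and its Fig. 3b values had been seen before the rule was written. Of 498 list genes 12 are not in the files under that name.

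The test was tried on simulated values with the means, replicate effects and spread of the real genes and a known difference in 50 genes of each size. At a log2 difference of 2, 29 to 37 of 50 were recovered over the 6 comparisons, at 1, 2 to 9, or 7 to 14 with the replicate block, and at 0.6, 0, or 0 to 2 with the block, so differences of the size of the paper's threshold are mostly missed with 3 libraries per group. Proteomics and the qPCR, imaging and metabolite experiments were not analysed here.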

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

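The tests of the genes called in both comparisons, of the ratios and the share of genes between YN1 and the DMEM control, of the other leukocyte genes and of the other ureteric bud genes were chosen after the results were seen, as was the count of Pf4, Lcp2 and Rgs2 in the DMEM control. The conditions for chance values of shared libraries, leukocytes and ureteric bud cells were rewritten more than once after their values were seen. Under earlier forms, those for shared libraries and leukocytes decided neither way at one stage, and that for ureteric bud cells first argued against them.

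The DMEM control, a medium control whose supplements are not described, has no comparison in the paper. Against the NPEM control, 64 of the 14343 genes tested passed an adjusted p under 0.05 in limma, 49 higher and 15 lower, a signal in data the paper did not analyse. Dhrs3, a retinaldehyde reductase, rose in it (LogFC = 8.17, SE 0.23, adjusted p = 6.41e-05), another such signal, as did the transglutaminase Tgm2 (LogFC = 4.31, SE 0.40, adjusted p = 0.0130) and Cxcl12 (LogFC = 4.17, SE 0.45, adjusted p = 0.0244), while the G protein regulator Rgs2 fell (LogFC = -4.19, SE 0.21, adjusted p = 0.00162). Quantile normalization shifted the median LogFC of all genes by -0.10 and gave 49 higher and 32 lower. The replicate block gave 933, and the number was 2 without DMEM control replicate 3, 10 without DMEM control replicate 1 or NPEM replicate 2, 13 without NPEM replicate 3, 14 without DMEM control replicate 2 and 29 without NPEM replicate 1. Without single libraries the adjusted p over all genes became 0.0539 to 0.0891 for Tgm2 in the DMEM control without DMEM control replicate 1, DMEM control replicate 3 or NPEM replicate 2 and 0.0570 to 0.117 for Cxcl12 in the DMEM control without DMEM control replicate 1, DMEM control replicate 2, DMEM control replicate 3, NPEM replicate 1 or NPEM replicate 3.

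The pattern is that the genes called with YN1 against the NPEM control differ from it in the DMEM control too, the same way for 28 of the 28 tested in every comparison, 27 of them past an adjusted p under 0.05. The tables argue against chance values of the shared NPEM libraries for these genes, as 29 genes passed in both comparisons in the same direction, where about 5% of calls at an adjusted p under 0.05 are expected by chance. Simulated unchanged groups gave at most 0 such genes with the replicate numbers kept and 1 without. Groups without change can hardly pass that test, so this adds little. At the paper's thresholds 1115 genes were shared, beside at most 42 and 626 in the simulations. The YN1 calls also fell to 1 without NPEM replicate 1 or 3 and to 2 without NPEM replicate 2. The tables argue against a change by YN1 beyond that of the DMEM control for the same genes, if the libraries are separate cultures, as the median ratio of its change over the DMEM control to its change over NPEM was 0.0310. The 95% interval of its change over the DMEM control excluded 0.5 of its change over NPEM, taken as exact, for 27 of 28 (28 with the replicate block). These genes were picked for clear changes over NPEM. The same interval excluded it for 274 of 1400 genes past the paper's thresholds (944 with the block) and 6 of 21 mevalonate and cholesterol genes (20). A change of medium is a candidate explanation, with a median ratio of 0.969 for the DMEM control. It cannot be told apart from libraries of the same culture. Under the replicate block, 7.41% of genes had an unadjusted p under 0.05 between YN1 and the DMEM control. There no difference gives about 5% and above 10% was set as a clear one, so 7.41% decides neither way. The share was 1.84% with all 4 groups in that fit and 0.517% with no block. The 5% does not hold with no block, as that fit leaves in its error the deviations that libraries of the same replicate number share (correlations of 0.344 to 0.685).

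Pf4 and Lcp2, genes of platelets and leukocytes, and Rgs2 were lower than in NPEM in all 3 DMEM-based groups. The levels argue against macrophages or leukocytes in the NPEM libraries as the main source. Pf4 had 58.6 and Lcp2 42.0 TPM there, while the other 10 genes of that list had a median of 0.390 TPM. Cd68 was the highest of them at 6.26 TPM, Laptm5 was at 1.44 and Ptprc at 0.247, and Tyrobp, C1qa, C1qb and C1qc were at 0. All 6 of these above 0 were lower in the DMEM control, where Csf1r went from 0.532 to 0.187 TPM and Laptm5 to 0.511 TPM, so a few such cells are not excluded. The largest fall in TPM, of Cd68, was 2.95% of the smallest among Pf4, Lcp2 and Rgs2, a measure on which genes this low cannot score high. The cells had been sorted with magnetic beads and passaged before the treatment. The study picked Pf4 and Lcp2 from these libraries, and platelets were not tested. A change of medium stays open, as 2 of the 3 genes passed an adjusted p under 0.05 in the DMEM control.

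Krt8, Krt18 and Krt19, keratins of epithelia, were highest in the replicate 3 library of every group, by 5.10, 4.79 and 3.02 on the log2 scale. Ureteric bud cells in that preparation cannot be told apart from other sources, as the other genes of the list moved both ways, and the largest rise in TPM, of Hoxb7, was 40.3% of the smallest rise among the keratins. On the log2 scale Hoxb7 (0.51) and Emx2 (0.94) were higher and Wnt11 (-0.54) lower, and Ret had 0.395 and Gata3 1.54 TPM. The magnetic sort for progenitors and 2 to 3 passages before the treatment speak against such cells, but no value here measures what they removed. Another epithelial cell or a difference in the state of the progenitors was not tested, and no condition in the design separates the replicate numbers.

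Cxcl12 was higher than in the NPEM control with YN1 and, by a similar LogFC, in the DMEM control without a drug. Limma called 0 of 14500 genes by adjusted p for YN1 against the DMEM control, so a rise of Cxcl12 by YN1 itself is not shown. The direct test of YN1 against CHIR gave a difference in Cxcl12 (LogFC = 4.49, SE 0.29, adjusted p = 0.0244). It was the 1 gene of 14269 that limma called over all genes there, with 2216 at an unadjusted p under 0.05. The number of genes in that test was 0 without YN1 replicate 2, YN1 replicate 3, CHIR replicate 2 or CHIR replicate 3 and 2 without CHIR replicate 1, 2 with quantile normalization, which shifted the median LogFC by -0.16, and 223 with the replicate block. CHIR against the DMEM control, a comparison the paper does not report, had 36 genes past an adjusted p under 0.05 in limma, 5 higher and 31 lower. Quantile normalization shifted the median LogFC there by 0.16 and gave 1 higher and 1 lower, the replicate block gave 1832, and the number was 0 without CHIR replicate 3, DMEM control replicate 2 or DMEM control replicate 3, 1 without DMEM control replicate 1, 3 without CHIR replicate 1 and 6 without CHIR replicate 2. The adjusted p over all genes moved to 0.0662 to 0.125 for Cxcl12 for YN1 against CHIR without YN1 replicate 2, YN1 replicate 3, CHIR replicate 2 or CHIR replicate 3.

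Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05. For YN1 against NPEM, 1 of the 10 gave as many genes as the real split, which gave 33, and the highest other gave 3. For CHIR against NPEM it was 1 (53 and 6), for the DMEM control against NPEM 1 (64 and 3), for CHIR against the DMEM control 1 (36 and 4) and for YN1 against CHIR 3 (1 and 2). For YN1 against the DMEM control it was 10 (0 and 17), and the split that gave 17 put DMEM control 1, YN1 1 and YN1 2 on a side, which points to a structure of the samples. Among the splits that part all 3 replicate numbers, as the real ones do, the highest other was 1, 1, 0, 0, 0 and 3 in the same order, and the remaining splits part 1 number only. Over these splits limma with the replicate block called at most 0 genes.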

How the results depend on the processing

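The fits without replicate 1 of both groups and with only the genes of the authors' table were chosen after seeing the data. The adjusted p test gave 33 genes for YN1 against NPEM, 53 for CHIR against NPEM, 64 for DMEM control against NPEM, 0 for YN1 against the DMEM control, with 75 at an unadjusted p under 0.05 in limma, 36 for CHIR against the DMEM control, 1 for YN1 against CHIR and 11 shared by both drugs. At the paper's thresholds these were 1509, 1253, 1523, 66, 1918, 1534 and 452. The values below are those that left the range of 1.5 times, and for all the cause was not tested, beyond the smaller number of genes or libraries that a filter or a left-out library brings.

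With no filter on low values, the adjusted p test gave 1 for YN1 against NPEM, 1 for CHIR against NPEM, 5 for DMEM control against NPEM, 0 for CHIR against the DMEM control, 0 for YN1 against CHIR and 1 for the genes shared by both drugs. Under a mean TPM of at least 5, the adjusted p test gave 21 for YN1 against NPEM, 36 for DMEM control against NPEM, 1 for CHIR against the DMEM control and 7 for the genes shared by both drugs, and the paper's thresholds gave 41 for YN1 against the DMEM control. For all 4 groups in one fit, the adjusted p test gave 284 for YN1 against NPEM, 187 for CHIR against NPEM, 237 for DMEM control against NPEM, 437 for CHIR against the DMEM control, 242 for YN1 against CHIR and 75 for the genes shared by both drugs. With the replicate block, the adjusted p test gave 108 for YN1 against NPEM, 233 for CHIR against NPEM, 933 for DMEM control against NPEM, 1832 for CHIR against the DMEM control, 223 for YN1 against CHIR and 36 for the genes shared by both drugs, and the paper's thresholds gave 185 for YN1 against the DMEM control, 2303 for YN1 against CHIR and 699 for the genes shared by both drugs. Under the replicate block and all 4 groups in one fit, the adjusted p test gave 2374 for YN1 against NPEM, 1506 for CHIR against NPEM, 2025 for DMEM control against NPEM, 3503 for CHIR against the DMEM control, 3002 for YN1 against CHIR and 604 for the genes shared by both drugs, and the paper's thresholds gave 126 for YN1 against the DMEM control and 807 for the genes shared by both drugs. For no replicate 1 in either group, the adjusted p test gave 3 for YN1 against NPEM, 1 for CHIR against NPEM, 5 for DMEM control against NPEM and 1 for CHIR against the DMEM control. With only the genes of the authors' table, the paper's thresholds gave 820 for YN1 against NPEM, 704 for CHIR against NPEM and 251 for the genes shared by both drugs. Under limma without trend, the adjusted p test gave 1 for YN1 against the DMEM control, 5 for YN1 against CHIR and 6 for the genes shared by both drugs. For quantile normalization, the adjusted p test gave 2 for CHIR against the DMEM control and 2 for YN1 against CHIR. With the DMEM control in place of the NPEM control, the adjusted p test gave 0 for the genes shared by both drugs, and the paper's thresholds gave 19 for the genes shared by both drugs. A pseudocount of 0.1 left all 14 counts within that range. Beyond these values and those printed beside the results, the replicate block changed no other call named here. For CHIR against the DMEM control, the counts of the amino acid, tRNA charging and ATF4 lists under the block are not given.

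Leaving out 1 library at a time, with the group left at 2 taken to vary like the other, gave 1 to 28 for YN1 against NPEM, 2 to 192 for CHIR against NPEM, 2 to 29 for DMEM control against NPEM, 71 to 155 for YN1 against the DMEM control at the paper's thresholds, 0 to 6 for CHIR against the DMEM control, 1227 to 2093 for CHIR against the DMEM control at the paper's thresholds, 0 to 2 for YN1 against CHIR, 918 to 2071 for YN1 against CHIR at the paper's thresholds and 1 to 14 for the genes shared by both drugs. The LogFC of these genes changed sign, with its lowest and highest value and the libraries whose absence turned it. For YN1 against NPEM: Pdha1 -0.094 to 0.20 (without YN1 replicate 1 or NPEM replicate 2), Cs -0.13 to 0.16 (without YN1 replicate 1 or NPEM replicate 2), Pfkfb3 -0.69 to 0.22 (without YN1 replicate 2), Six2 -0.87 to 0.22 (without YN1 replicate 1), Osr1 -0.85 to 0.45 (without YN1 replicate 1 or NPEM replicate 2), Cited1 -1.06 to 0.20 (without YN1 replicate 1 or NPEM replicate 2), Lef1 -0.54 to 0.82 (without YN1 replicate 1 or NPEM replicate 2), Pax8 -1.13 to 0.31 (without YN1 replicate 1), Ccnb1 -0.33 to 0.19 (without YN1 replicate 2 or NPEM replicate 1), Gas1 -0.22 to 0.18 (without YN1 replicate 1 or NPEM replicate 2), Cdkn2a -0.22 to 2.06 (without YN1 replicate 1 or NPEM replicate 2), Dvl1 -0.29 to 0.075 (without YN1 replicate 1 or NPEM replicate 2), Gsk3b -0.53 to 0.015 (without NPEM replicate 1), Nkd1 -0.79 to 0.055 (without NPEM replicate 1), Nfe2l2 -0.13 to 0.090 (without YN1 replicate 1 or NPEM replicate 2), Hif1a -0.0017 to 0.32 (without NPEM replicate 3), Foxo4 -0.069 to 0.35 (without YN1 replicate 2), Scap -0.25 to 0.054 (without YN1 replicate 1), Pik3cd -0.22 to 0.36 (without YN1 replicate 2, YN1 replicate 3, NPEM replicate 1 or NPEM replicate 2). For CHIR against NPEM: Notch1 -0.79 to 0.34 (without CHIR replicate 2), Notch2 -0.022 to 0.31 (without CHIR replicate 2), Hdac2 -0.097 to 0.034 (without CHIR replicate 3 or NPEM replicate 1), Nfe2l2 -0.23 to 0.12 (without CHIR replicate 2 or NPEM replicate 1), Hmox1 -0.40 to 0.39 (without CHIR replicate 2, NPEM replicate 1 or NPEM replicate 3), Acsl3 -0.47 to 0.037 (without CHIR replicate 1), Elovl5 -0.11 to 0.18 (without CHIR replicate 2, CHIR replicate 3 or NPEM replicate 1). For YN1 against the DMEM control: Idh1 -0.23 to 0.097 (without YN1 replicate 1 or DMEM control replicate 2), Acly -0.17 to 0.079 (without YN1 replicate 1, YN1 replicate 2 or DMEM control replicate 3), Slc25a1 -0.26 to 0.0026 (without DMEM control replicate 3), Wnt2b -0.18 to 0.63 (without DMEM control replicate 1), Srebf1 -0.35 to 0.22 (without YN1 replicate 1 or DMEM control replicate 3), Srebf2 -0.35 to 0.054 (without YN1 replicate 1), Fasn -0.53 to 0.25 (without YN1 replicate 1 or DMEM control replicate 3), Acaca -0.25 to 0.10 (without YN1 replicate 1 or DMEM control replicate 3).

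Under the DMEM control in place of the NPEM control, the LogFC for YN1 against NPEM changed sign to 0.032 for Gart, 0.091 for Ppat, 0.062 for Pfas, -0.012 for Pdha1, 0.013 for Slc16a1, 0.040 for Slc2a1, 0.039 for Pcna, 0.087 for Cdk1, 0.0087 for Birc5, 0.11 for Cks2, 0.078 for Ccnb1, -0.092 for Cdkn1a, -0.099 for Smad3, 0.033 for Gsk3b, 0.057 for Axin2, 0.041 for Nkd1, -0.13 for Pik3ca, 0.0089 for Shmt1, 0.055 for Gclc, -0.0082 for Nfe2l2, -0.26 for Foxo4, -0.012 for Cdkn1b, -0.12 for Gpx7, -0.20 for Gpx3, -0.17 for Trp53inp1, 0.048 for Hsd17b7, 0.0017 for Acsl3, -0.073 for Pik3cd, -0.15 for Stra6, -0.13 for Foxd1 and -0.92 for Hba-a1. With the DMEM control in place of the NPEM control, the LogFC for CHIR against NPEM changed sign to -1.03 for Notch2, -0.34 for Crispld2, -0.17 for Ecm1, 0.0022 for Hdac1, 0.021 for Hdac2, -2.62 for Wnt2b, -8.6e-05 for Myl9, 0.023 for Insig1, 0.042 for Gclc, 0.67 for Hmox1, 0.18 for Fdps, 0.37 for Acly, 0.71 for Acsl3, 0.73 for Fasn, 0.41 for Acaca and -0.43 for Dhrs3. Under quantile normalization, the LogFC for YN1 against NPEM changed sign to -0.014 for Pdha1, -0.017 for Cs, -0.052 for Lef1, -0.052 for Nfe2l2 and -0.20 for Pik3cd. With quantile normalization, the LogFC for CHIR against NPEM changed sign to 0.031 for Hmox1 and 0.015 for Elovl5. Of the 206 values of single genes, direction and side of the adjusted p were kept by 194 with quantile normalization, 181 with no filter on low values, 175 with all 4 groups in one fit, 170 with the replicate block, 108 with the replicate block and all 4 groups in one fit, 201 with limma without trend and 205 with a pseudocount of 0.1. A mean TPM of at least 5 left out some of these values, and of the rest 193 kept both and 1 did not. The DMEM control took the place of the NPEM control only where a drug was compared with NPEM. There 97 values kept both, 17 lost a call and 47 changed sign. Calls were lost for 2 with quantile normalization, 25 with no filter on low values, 1 with a mean TPM of at least 5, 1 with all 4 groups in one fit, 5 with limma without trend and 17 with the DMEM control in place of the NPEM control, and gained for 3 with quantile normalization, 30 with all 4 groups in one fit, 36 with the replicate block, 98 with the replicate block and all 4 groups in one fit and 1 with a pseudocount of 0.1. Without 1 library, 1030 of these values kept both, 97 lost a call, 11 gained a call and 59 changed sign. Of 234 counts over gene lists, 211 with quantile normalization, 206 with no filter on low values, 220 with a mean TPM of at least 5, 203 with all 4 groups in one fit, 148 with the replicate block, 119 with the replicate block and all 4 groups in one fit, 206 with limma without trend and 230 with a pseudocount of 0.1 stayed within 1.5 times. With the DMEM control in place of the NPEM control, run only for the drugs against NPEM, 38 list counts stayed within it and 40 did not. The differences of mean TPM stayed within the spread of the libraries in all 240 fits without 1 library, and with the DMEM control in place of the NPEM control 34 of 40 moved by more. Counts in place of TPM were not run, since the files hold TPM only, and the depth of the libraries and what it limits are unknown from TPM.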

Differences from the paper's values

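The fit restricted to the genes of the authors' table was chosen after seeing the data. The alternatives counted below were set before the data were examined.

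A count is taken to differ where a value is more than 1.5 times the other, and a LogFC where the gap is above the SD between libraries. That SD is the residual SD of each fit, so an alternative can come within the limit through a larger SD alone. For the number of genes past the paper's thresholds with YN1 the paper gives 808, and here it was 1509. The values come within the limit in 1 of the 15 alternatives, a fit with a mean TPM of at least 5 (1011), and not in the other 14. The paper gives 453 for the number of genes higher at the paper's thresholds with YN1, and the value here was 1040. None of the 15 alternatives brings them within it. The paper states 689 for the number of genes past the paper's thresholds with CHIR, beside 1253 here. They come within it in 3 of the 15 alternatives, a fit with a mean TPM of at least 5 (894), a fit without CHIR replicate 3 (873) and a fit without NPEM replicate 2 (952), and not in the other 12. The paper has 311 for the number of genes higher at the paper's thresholds with CHIR, while 479 was found here. The difference is inside the limit in 7 of the 15 alternatives, a fit with a mean TPM of at least 5 (343), a fit with all 4 groups together (448), a fit without CHIR replicate 1 (331), a fit without CHIR replicate 3 (312), a fit without NPEM replicate 2 (361), a fit without NPEM replicate 3 (413) and a fit with the DMEM control in place of the NPEM control (373), and not in the other 8. For the number of genes lower at the paper's thresholds with CHIR the paper gives 378, and here it was 774. The gap closes in 2 of the 15 alternatives, a fit with a mean TPM of at least 5 (551) and a fit without CHIR replicate 3 (561), and not in the other 13. The paper gives 267 for the number of genes past the paper's thresholds with both drugs, and the value here was 464. The paper's value is reached within the limit in 8 of the 18 alternatives, a fit with a mean TPM of at least 5 (318), a fit without YN1 replicate 1 (381), a fit without YN1 replicate 3 (368), a fit without NPEM replicate 1 (373), a fit without NPEM replicate 2 (366), a fit without NPEM replicate 3 (361), a fit without CHIR replicate 1 (386) and a fit without CHIR replicate 3 (354), and not in the other 10.

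Restricted to the 9561 genes of the authors' YN1 table found in the files and the 9259 of their CHIR table, a setting chosen after seeing the values, the counts were 820 with YN1 (539 higher and 281 lower), 704 with CHIR (260 higher and 444 lower) and 256 with both. Of the genes past the thresholds in the authors' tables it drops 76 with YN1 and 62 with CHIR. The authors' table calls 29 genes with YN1 and 63 with CHIR at an adjusted p under 0.05, and all 808 and 689 genes past its thresholds had the same direction here.

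The paper states -0.54 for the LogFC of Acly with YN1 beside Fig. 5, beside -0.90 here. The values come within the limit in 3 of the 15 alternatives, a fit without YN1 replicate 1 (-0.82), a fit without YN1 replicate 2 (-0.83) and a fit without NPEM replicate 1 (-0.74), and not in the other 12. Elsewhere the paper gives -1.0 for Acly, which the value here matches within the SD. The paper has 5.15 for the LogFC of Wnt2b with YN1, while 4.47 was found here. They come within it in 1 of the 12 alternatives, a fit without NPEM replicate 2 (4.70), and not in the other 11. For the LogFC of Trim9 with CHIR in Fig. 2b (read by eye) the paper gives about -4.3, and here it was -3.80. The difference is inside the limit in 2 of the 12 alternatives, a fit with all 4 groups together (-3.80) and a fit with the replicate block and all 4 groups together (-3.80), and not in the other 10. In these 2 the LogFC is unchanged and only the SD is larger. The paper gives 8.61 for the LogFC of Dhrs3 with YN1 in its Supplementary Data, and the value here was 8.22. The gap is inside the limit in 2 of the 15 alternatives, a fit without YN1 replicate 3 (8.29) and a fit without NPEM replicate 3 (8.42), and not in the other 13. The paper states 5.16 for the LogFC of Wnt2b with YN1 in its Supplementary Data, beside 4.47 here. The paper's value is reached within the limit in 1 of the 12 alternatives, a fit without NPEM replicate 2 (4.70), and not in the other 11. The paper has about 10 for the genes of the Fig. 2b table past an adjusted p under 0.05 with YN1, read by eye, while 3 was found here. The values come within the limit in 2 of the 15 alternatives, a fit with the replicate block (7) and a fit with the replicate block and all 4 groups together (10), and not in the other 13. For the 5 higher genes of that table, the authors' deposited table itself has 2 past an adjusted p under 0.05 with YN1, and 2 were found here. For the LogFC of Dhrs3 with CHIR in its Supplementary Data the paper gives 8.26, and here it was 7.74. They come within it in 1 of the 15 alternatives, a fit with a pseudocount of 0.1 (8.73), and not in the other 14.

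The paper describes the catalytic unit of PI3K as downregulated with YN1. Pik3ca was at 0.09 (SE 0.14), Pik3cb at 0.47 (SE 0.27) and Pik3cd at 0.02 (SE 0.35), while Akt1 lay below 0, as the paper has it. The paper reports 6 genes of the WNT machinery as lower with YN1 past its threshold on p. All 6 lay below 0 here, and Tcf7 and Lrp5 had an unadjusted p under 0.05, which Dvl1 (LogFC = -0.08), Csnk1e (-0.15) and Axin1 (-0.13) had in none of the settings run. Fzd1 (-0.70) had it with quantile normalization, with all 4 groups in one fit, with or without the replicate block, and without NPEM replicate 3. The paper describes 6 markers of naive progenitors as lower with YN1. All 6 lay below 0, none with an unadjusted p under 0.05 in limma, which Eya1, Gdnf and Cited1 had with the replicate block, Sall1 and Gdnf with the block and all 4 groups in one fit, Eya1 and Gdnf without YN1 replicate 2 and Eya1 without NPEM replicate 3. Of the 7 genes of cell-cycle progression that the paper describes as inhibited, all lay below 0, Pcna and Cdk4 with an unadjusted p under 0.05, Cdk1 with quantile normalization, the block or without YN1 replicate 1, Birc5 with the block, and Cks2, Ccnb1 and Gas1 in none of the settings run. Cdkn1a and Cdkn2a, described as upregulated, lay above 0, with an unadjusted p under 0.05 for Cdkn1a with the block alone or with all 4 groups. Of the WNT inhibitors described as increased, Cby1 and Smad3 had an unadjusted p under 0.05, Chd8 with all 4 groups in one fit, with or without the block, and with no filter, and Nlk with all 4 groups, with the block or with both. The paper reports no significant change in the glutathione peroxidases and oxidative stress targets, by limits on LogFC and unadjusted p. Gpx7, Gpx8 and Id2 met those limits here with YN1 against the NPEM control.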

Other observations

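The test of the glycolysis list as a set was chosen after the result was seen. Genes that respond to retinoic acid were tested against the NPEM control. Over the list alone, 6 higher of 9, 5 higher of 9 and 6 higher of 9 passed with YN1, with CHIR and in the DMEM control, and over all genes 2 higher, 3 higher and 2 higher, with 6 higher and 1 lower, 5 higher and 6 higher at an unadjusted p under 0.05 in limma. Cyp26b1, which degrades retinoic acid, had a LogFC of 3.10 with YN1 (SE 0.31) and 2.92 in the DMEM control (SE 0.29), the receptor gene Rarb 2.74 (SE 0.44) and 2.68 (SE 0.41), and the retinol transporter Stra6 2.30 (SE 0.51) and 2.44 (SE 0.56). YN1 against the DMEM control gave 0 over the list alone in limma, with 0 at an unadjusted p under 0.05. Camera with an estimated correlation gave p = 0.0204 in the DMEM control, 0.0199 with YN1 and 0.00378 with CHIR, and adjusted over the lists 0.231, 0.225 and 0.132. The list was chosen after Dhrs3 had been seen in the paper's tables. Over all genes, limma with a replicate block called 4 higher in the retinoic acid response list with YN1, 5 higher in the retinoic acid response list with CHIR and 6 higher and 1 lower in the retinoic acid response list in the DMEM control. With replicate numbers blocked, camera with an estimated correlation gave p = 0.150 (adjusted p = 0.505) for the retinoic acid response list in the DMEM control and 0.0719 (adjusted p = 0.468) for the retinoic acid response list with YN1. Past the test over all genes with a replicate block came Rarb with YN1 (adjusted p = 0.0261), Rarb in the DMEM control (adjusted p = 0.0148) and Stra6 in the DMEM control (adjusted p = 0.0387). Adjusted over all genes, the p was 0.0840 to 0.158 for Cyp26b1 with YN1 without NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3, 0.0574 to 0.0906 for Cyp26b1 in the DMEM control without NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3 and 0.0310 without NPEM replicate 1 for Rarb in the DMEM control.

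CHIR against the DMEM control had 4 glycolysis genes higher and 1 lower of 24 over the list alone. Those higher include the lactate transporter Slc16a1 (LogFC = 1.58, SE 0.30), the glucose transporter Slc2a1 (LogFC = 1.21, SE 0.24) and hexokinase Hk2 (LogFC = 1.92, SE 0.42), and the lower was Hk1 (LogFC = -0.54, SE 0.14). Over all genes limma called 0, with 9 higher and 2 lower at an unadjusted p under 0.05. That glycolysis genes as a set may be higher with CHIR than in the DMEM control stays open, as camera with the estimated correlation gave p = 0.0941. In the direct test of YN1 against CHIR, 1 lower of 24 passed over the list alone, with 1 higher and 8 lower at an unadjusted p under 0.05 in limma and p = 0.0695 for the set with an estimated correlation. Of 8 genes of the FGF response, 3 lower passed with CHIR against the DMEM control over the list alone and 1 lower over all genes, with 3 lower at an unadjusted p under 0.05 in limma. Spry1, a feedback inhibitor, had a LogFC of -1.48 (SE 0.18), Spry2 -2.00 (SE 0.43) and Etv5 -0.70 (SE 0.19). Against the NPEM control, 2 lower of 8, 3 lower of 8 and 0 of 8 FGF response genes passed with YN1, with CHIR and in the DMEM control over the list alone, 0, 1 lower and 0 over all genes and 2 lower, 3 lower and 1 lower at an unadjusted p under 0.05. For glycolysis with CHIR against the DMEM control, the list alone gave 14 higher and 3 lower with a replicate block in the model, 0 without CHIR replicate 3, 3 higher without DMEM control replicate 1 and 2 higher without DMEM control replicate 2. For glycolysis between the drugs, the list alone gave 1 higher and 15 lower under the replicate block, 2 lower without YN1 replicate 1, 3 lower without YN1 replicate 3 and 0 without CHIR replicate 1, CHIR replicate 2 or CHIR replicate 3. The FGF response with YN1 gave 1 lower without YN1 replicate 2, YN1 replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3. The FGF response with CHIR gave 6 lower with a replicate block in the model. The FGF response in the DMEM control gave 2 lower under the replicate block and 2 lower without DMEM control replicate 1. The fit with a replicate block called over all genes 11 higher in the glycolysis list for CHIR against the DMEM control, 4 lower in the glycolysis list for YN1 against CHIR and 3 lower in the FGF response list for CHIR against the DMEM control. With the block camera with an estimated correlation gave p = 0.0371 (adjusted p = 0.479) for the glycolysis list for YN1 against CHIR. The block of replicate numbers gave, over all genes, an adjusted p of 0.0326 for Slc16a1 for CHIR against the DMEM control, 0.0189 for Slc2a1 for CHIR against the DMEM control, 0.0195 for Hk2 for CHIR against the DMEM control, 0.0210 for Spry2 for CHIR against the DMEM control and 0.0239 for Etv5 for CHIR against the DMEM control. Without single libraries the adjusted p over all genes became 0.111 to 0.255 for Spry1 for CHIR against the DMEM control without CHIR replicate 1, CHIR replicate 3, DMEM control replicate 1, DMEM control replicate 2 or DMEM control replicate 3.

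Markers of other kidney cell types were tested against the NPEM control in limma. The values are in the order YN1, CHIR and DMEM control. Stromal markers gave 2 higher of 11, 0 of 10 and 2 higher of 11 over the list alone, 0, 0 and 0 over all genes and 4 higher, 1 higher and 4 higher at an unadjusted p under 0.05, with Foxd1 at 1.80 (SE 0.33) and Ogn at 4.64 (SE 0.90) with YN1, and the study named Ogn. For endothelial markers it was 1 lower of 2, 2 lower of 3 and 1 lower of 2, 0, 0 and 0 and 1 lower, 2 lower and 1 lower, with the receptor Kdr at -2.22 (SE 0.40), -2.56 (SE 0.38) and -1.82 (SE 0.62). Macrophage and leukocyte markers, a list chosen after genes of it had been seen in the paper's tables, gave 3 lower of 5, 3 lower of 5 and 3 lower of 5, 0, 0 and 1 lower and 3 lower, 3 lower and 3 lower, with Lcp2 at -4.19 (SE 0.59) and Pf4 at -4.15 (SE 0.85) with YN1. Podocyte markers had 1 lower of 2, 1 higher and 1 lower of 2 and 0 of 2, 0, 0 and 0 and 1 lower, 1 higher and 1 lower and 1 higher. Ureteric bud markers, which include the keratins above, had 0 of 7, 0 of 5 and 0 of 7, 0, 0 and 0 and 0, 0 and 0. For erythroid markers 1, 0 and 1 genes reached the minimum TPM, with 0, 0 and 0 at an unadjusted p under 0.05 and Hba-a1 at 0.19 (SE 0.58) with YN1, and for proximal tubule markers 0, 0 and 0 did. The stromal list with YN1 gave 5 higher and 1 lower with the replicate numbers as a block and 1 higher without YN1 replicate 1 or YN1 replicate 3. The stromal list with CHIR gave 4 higher and 3 lower in the fit with a replicate block, 2 higher without CHIR replicate 2 and 1 higher without CHIR replicate 3 or NPEM replicate 1. The stromal list in the DMEM control gave 7 higher and 1 lower with a replicate block in the model, 1 higher without DMEM control replicate 1 or DMEM control replicate 3 and 5 higher without NPEM replicate 1. The endothelial list with CHIR gave 1 lower without NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3. The endothelial list in the DMEM control gave 0 without DMEM control replicate 2, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3. The podocyte list with YN1 gave 1 higher and 1 lower in the fit with a replicate block, 0 without YN1 replicate 1, YN1 replicate 3, NPEM replicate 1 or NPEM replicate 2 and 1 higher and 1 lower without YN1 replicate 2. The podocyte list with CHIR gave 1 lower without CHIR replicate 1, CHIR replicate 2, NPEM replicate 2 or NPEM replicate 3. The podocyte list in the DMEM control gave 1 higher and 1 lower under the replicate block, 1 higher without DMEM control replicate 2 or NPEM replicate 1 and 1 lower without NPEM replicate 3. The ureteric bud list with CHIR gave 1 higher in the fit with a replicate block. The ureteric bud list in the DMEM control gave 1 higher with a replicate block in the model. With the replicate numbers as a block, 1 higher and 1 lower in the stromal markers list with YN1, 1 higher in the stromal markers list with CHIR, 4 higher and 1 lower in the stromal markers list in the DMEM control, 1 lower in the endothelial markers list with YN1, 1 lower in the endothelial markers list with CHIR, 1 lower in the endothelial markers list in the DMEM control, 1 lower in the macrophage and leukocyte markers list with YN1, 2 lower in the macrophage and leukocyte markers list with CHIR, 2 lower in the macrophage and leukocyte markers list in the DMEM control, 1 higher and 1 lower in the podocyte markers list with CHIR, 1 higher in the podocyte markers list in the DMEM control and 1 higher in the ureteric bud markers list with CHIR passed over all genes. A replicate block brought the adjusted p over all genes to 0.0438 for Ogn with YN1, 0.0491 for Kdr with YN1, 0.0355 for Kdr with CHIR, 0.0312 for Kdr in the DMEM control and 0.0491 for Lcp2 with YN1. Refits without 1 library put the adjusted p over all genes at 0.0414 without YN1 replicate 2 for Lcp2 with YN1.

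Among further lists in the same order, LXR targets and sterol efflux genes gave 0 of 5, 1 lower of 5 and 0 of 5 over the list alone, 0, 0 and 0 over all genes and 0, 1 lower and 0 at an unadjusted p under 0.05 in limma. Mylip, a target of LXR, was at -1.60 with CHIR (SE 0.45). The 13 genes of the mitochondrial genome gave 0, 0 and 0 over all genes, 0 of 13, 0 of 13 and 0 of 13 over the list alone and 0, 0 and 0 at an unadjusted p under 0.05. Notch signaling with YN1 gave 1 higher of 9 over the list alone, Notch2 (LogFC = 1.25, SE 0.24), which in the DMEM control was at 1.23 (SE 0.25). The LXR list with CHIR gave 0 without CHIR replicate 1, CHIR replicate 3, NPEM replicate 1, NPEM replicate 2 or NPEM replicate 3. The LXR list in the DMEM control gave 1 lower in the fit with a replicate block and 1 lower without DMEM control replicate 2. The mitochondrial list in the DMEM control gave 1 lower without DMEM control replicate 1. Over all genes, the replicate block gave an adjusted p of 0.0312 for Notch2 in the DMEM control. Left-out libraries gave an adjusted p over all genes of 0.0324 without CHIR replicate 2 for Mylip with CHIR.

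Of the 808 genes past the paper's thresholds in the authors' YN1 table, 807 were tested in the DMEM control as well, and 5 (0.620%) passed them with YN1 against the DMEM control. For the 689 genes of their CHIR table, 252 (36.6%) passed against the DMEM control. In the authors' Sleuth results, 386 genes were higher and 351 lower at a Wald q-value under 0.05 in the DMEM control, 243 and 353 with CHIR and 289 and 391 with YN1, and 67, 92 and 47 passed its likelihood ratio test.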
